# Transcriptome analysis revealed the roles of long non-coding RNA and mRNA in the bursa of Fabricius during pigeon (*Columba livia*) development

**DOI:** 10.3389/fimmu.2022.916086

**Published:** 2022-07-25

**Authors:** Xun Wang, Jie Wu, Silu Hu, Qiyi Peng, Fuxing Yang, Ling Zhao, Yu Lin, Qianzi Tang, Long Jin, Jideng Ma, Hongrui Guo, Huaqiao Tang, Anan Jiang, Xuewei Li, Mingzhou Li

**Keywords:** pigeon, bursa of Fabricius, RNA-seq, lncRNA, mRNA, development

## Abstract

The bursa of Fabricius (BF) is the critical humoral immune organ to birds, playing an essential role in B lymphocyte differentiation. However, unlike other poultries, surgical removal of pigeon BF did not limit humoral immune responsiveness. To investigate the expression profiles and the potential role of mRNA and long non-coding RNA (LncRNA) in squab BFs, transcriptome analysis was performed by RNA-Sequencing (RNA-Seq) over three developmental stages (1-day, 13 and 26 days old). We identified 13,072 mRNAs and 19,129 lncRNAs, of which 2,752 mRNAs and 1,515 lncRNAs were differential expressed (DE) in pigeon BFs over three developmental stages. Cluster analysis presented different expression patterns in DE mRNAs and lncRNAs. Functional enrichment analysis revealed that DE lncRNAs and mRNAs with distinct expression patterns might play crucial roles in the immune system process and tissue morphogenesis. In particular, some DE genes and lncRNAs with higher expression levels in 13D or 26D are related to lymphocyte activation and differentiation, adaptive immune response, positive regulation of immune response, leukocyte migration, etc. Protein-protein interaction (PPI) network and Molecular Complex Detection (MCODE) analysis sreened six significant modules containing 37 genes from immune-related DE gene cluster, which is closely linked in B cell activation, lymphocyte differentiation, B cell receptor signaling pathway, etc. Our study characterizes mRNA and lncRNA transcriptomic variability in pigeon BFs over different developmental stages and enhances understanding of the mechanisms underlying physiological functions of pigeon BF.

## Introduction

Mammals and birds evolved from a common reptilian ancestor and have many common immunological systems (1). Meanwhile, they also developed some distinctly different characteristics. For instance, unlike human beings and mice, bird B-cells develop in the bursa of Fabricius (2). The bursa of Fabricius, an obscure sac-like structure attached to the proctodeal region of the cloaca (1), is the central humoral immune organ unique to birds (3). BF is responsible for the amplification and differentiation of B lymphoid progenitors within its follicular microenvironment (4). Fully differentiated B lymphocytes migrate from BF to peripheral lymphoid organs to colonize, reproduce and perform important immune functions (5). Of note, BF contains several biologically-active factors, including bursin, brusal peptide 11 (BP11), bursal pentapeptide I (BPP-I), etc. These factors are involved in B cell differentiation, regulation of B-cell development, antigen-specific immune responses (6), antiproliferation of tumor cell, and immunomodulatory activity (7). Due to the importance of BF in B-cell development and immunoglobulin production, surgical removal or pathological changes in BF would result in reduction of humoral immunocompetence (8), and an increase in the susceptibility to infections at certain birds (9). Additionally, BF size and weight might influence the immunity of avian (10, 11).

In China, the pigeon (*Columba livia*) is an indispensable agricultural economic animal for meat and eggs, and has become the fourth-largest domestic poultry by breeding scale, following chicken, duck and goose. Pigeon squabs are altrices, and have an extraordinarily high growth rate. Pigeon BF during development undergoes hypertrophia and hyperplasia of lobules constituting the plicae, and the gradual and continuous increasing of lymphocytes (12). After treatment with cyclophosphamide, pigeon BF produced a rapid atrophy and an intense depletion of lymphoid cells (13). However, unlike other poultries (chickens, White Pekin ducks, Japanese quail, etc.), bursectomy of pigeon in early neonatal period did not affect the development of humoral immune responsiveness (14). This phenomenon indicates that the pigeon BF development process may be different from other poultries in some way.

Chicken BF transcriptome research across distinct developmental stages indicated that DE genes are related in defence response and some signal pathways (Jak-STAT, TLR, Wnt and MAPK, etc) might be involving in the regulation of BF development process (2). Additionally, long non-coding RNAs (lncRNAs) have been found to play crucial roles during organ development in recent years (15). lncRNAs are defined as non-protein coding transcripts longer than 200 nucleotides (16), which regulate gene expression at the epigenetic, transcriptional and post-transcriptional levels *via* different mechanisms (17). To date, lncRNAs and mRNAs closely linked to the functional development of pigeon BF have not been identified. Here, we aim to explore the lncRNA and mRNA expression profiles in BF and their potential roles during pigeon development by RNA sequencing technology. Our findings will provide insights into the transcriptional variations in pigeon BF development and enhance the understanding physiological functions of squab BF.

## Results

### Phenotypic measurements

In this study, we investigated morphological changes, BF weight, and BF index across three different development stages of pigeons. As depicted in **Figure 1A– C**, BF size and weight conspicuously increased from 1-day-old to 26-day-old. BF indexes in 13-day-old and 26-day-old squabs are conspicuously higher than those of 1-day-old pigeons. However, BF indexes did not exhibit a significant difference between 13-day-old and 26-day-old pigeon squabs. From the results of BF morphological changes, lymphoid follicles in BFs gradually enlarged from 1-day-old to 26-day-old (**Figure 1D– F**).

**Figure 1:**
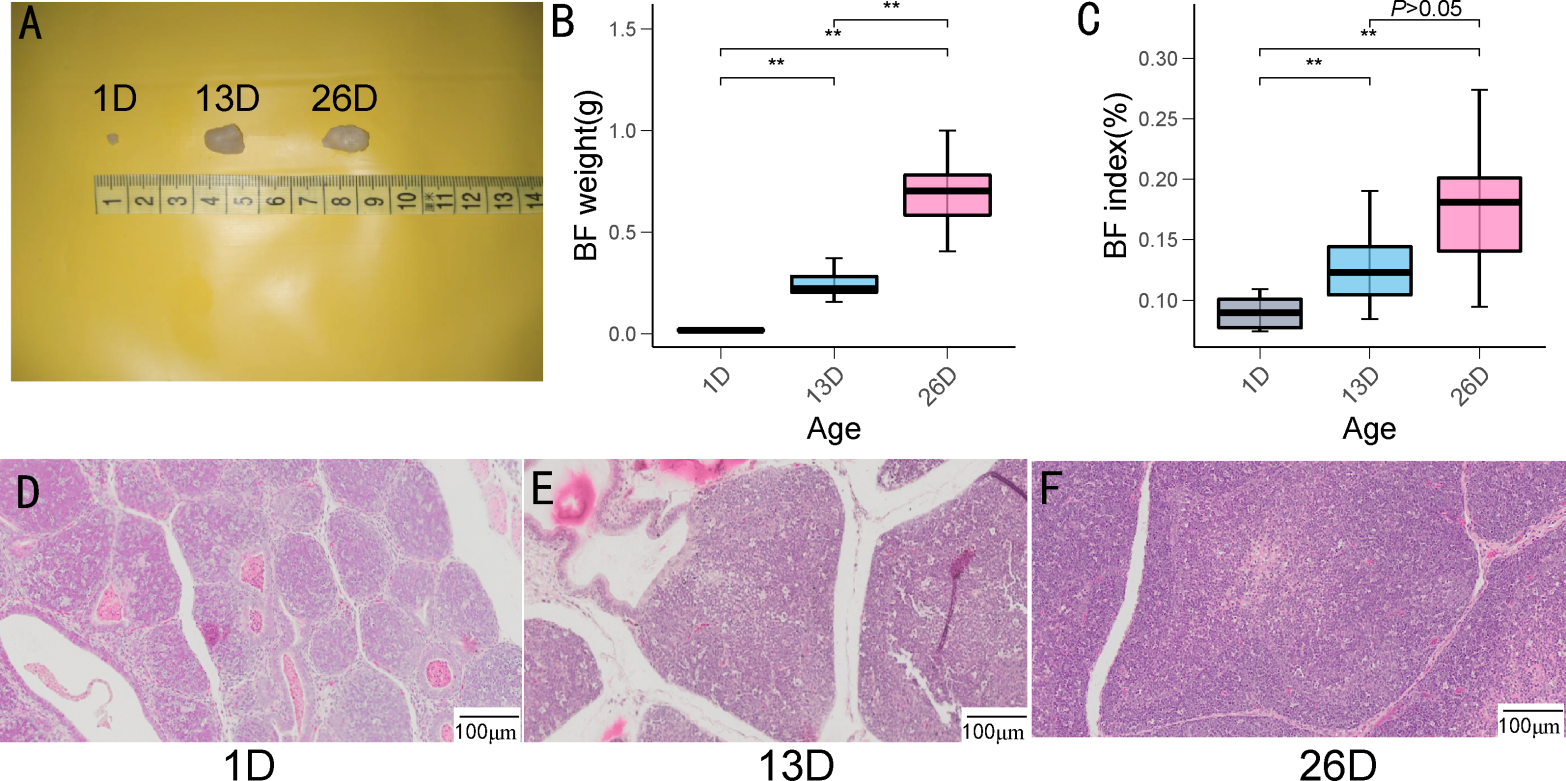
BF weight, BF index and histomorphological changes at the different development stages of pigeon squabs. **(A)**.BF size **(B)**. BF weight **(C)**. BF index (n = 13) **(D-F)**. Histomorphological characteristics in pigeon BF over the different development stages. ** indicates P < 0.01.

### Transcriptome sequencing and assembly

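Total RNA from the BFs of 9 female squabs, 3 at each of 1D, 13D and 26D, was depleted of ribosomal RNA and sequenced as strand-specific libraries, with a separate library for each squab. The authors quantified mRNAs and lncRNAs with Kallisto and deposited TPM values for each library. The mRNA and lncRNA values of a library together summed to between 991214 and 997459, so both classes share a single scale within a library. The paper's Supplementary Table 2 gives between 29698257 and 41888723 mapped reads per library. TPM values carry no read counts, so the counting error of a single mRNA or lncRNA is unknown. Each pair of stages was compared with limma on log2(TPM + 0.5) for mRNAs and log2(TPM + 0.1) for lncRNAs, and only the 6 libraries of the stages compared entered each fit. The pseudocounts are the paper's expression thresholds. An mRNA or lncRNA was called DE when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was over 1, the thresholds the paper states. The paper ran edgeR for this step, which needs read counts, and read counts were not used here. Gene symbols were taken from the RefSeq table of assembly bColLiv1.pat.W.v2 by NCBI gene ID, which paired 12387 of the 13072 mRNA IDs with a symbol.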

To systematically investigate lncRNA and mRNA expression in BF during pigeon development, we yielded a total of 103.56 Gb raw sequence data from 9 libraries (each stage constructed 3 libraries). After quality control, 340.91 million clean reads (102.27 Gb data) were retained for further analysis. Approximately 81.51~94.02% of the clean data were mapped to the pigeon genome (**Supplementary Table 2**).

In total, 13,072 mRNAs and 19,129 lncRNAs (containing 2,540 known and 16,589 novel lncRNAs) were identified in pigeon BFs during development (**Supplementary Table 3**). 

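The values list 13072 mRNAs and 19129 lncRNAs, and every one of them was over its threshold (0.5 TPM for mRNAs, 0.1 TPM for lncRNAs) in at least 1 library. In all 9 libraries, 10027 mRNAs and 10887 lncRNAs were over these thresholds. Among the lncRNAs, 2540 carry an NCBI gene ID and 16589 carry a number given in the authors' assembly. A single library had between 10267 and 12493 mRNAs and between 12336 and 17114 lncRNAs over the threshold, and both lowest numbers were in 26D replicate 1. The lncRNAs with an NCBI gene ID had the lower median TPM in each of the 9 libraries. In 1D replicate 1 their median was 0.233 TPM against 1.58 TPM for the assembled lncRNAs, and in 26D replicate 1 it was 0.0572 TPM against 0.266 TPM.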

Based on characteristics comparisons with mRNAs, lncRNAs have lower coding potentials, fewer exon numbers, lower expression levels and shorter transcript lengths (**Supplementary Figure 1**). 

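Of these characteristics, the expression level was measured here. The median TPM of the listed mRNAs lay between 3.33 and 12.8 in the 9 libraries, and that of the listed lncRNAs between 0.221 and 1.27. The ratio of the lncRNA median to the mRNA median was 0.0994 at its median over the 9 libraries and ranged from 0.0664 to 0.114. A two-sided exact sign-flip permutation test on the log2 ratio over the 9 libraries gave p = 0.0039, the smallest p that 9 libraries allow. The lists were made with a lower threshold for lncRNAs than for mRNAs. With a threshold of 0.5 TPM in at least 1 library for both classes, the ratio was 0.152 (exact sign-flip permutation p = 0.0039, again the smallest possible). Libraries of the same stage differed in these medians, as the mRNA median was 7.02 TPM in 1D replicate 2 and 12.8 TPM in 1D replicate 1.

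**Figure D1:**
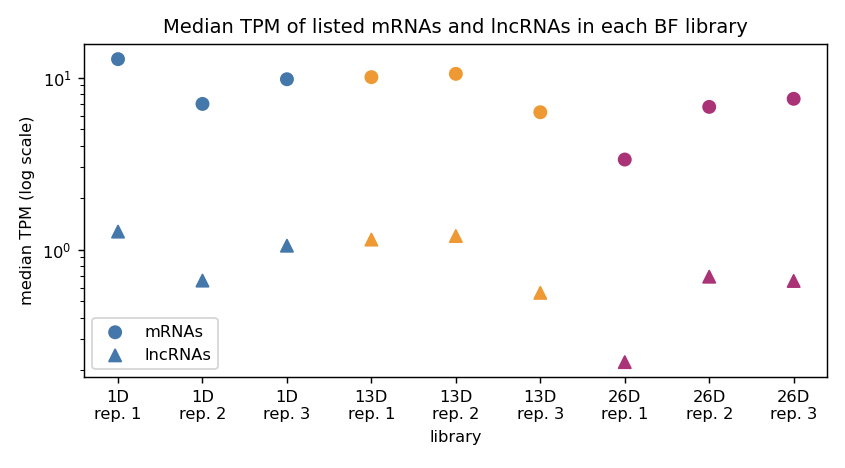
Median TPM, on a log axis, of the listed mRNAs (circles) and lncRNAs (triangles) in each of the 9 BF libraries, coloured by stage. In every library the lncRNA median lies below the mRNA median, and both are lowest in 26D replicate 1, at 3.33 TPM for mRNAs and 0.221 TPM for lncRNAs.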

We screened out 2,752 DE mRNAs and 1,515 DE lncRNAs (**Supplementary Table 4**), accounting for 21.05% and 7.92% of total identified mRNAs and lncRNAs, respectively. 

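With limma on the deposited TPM, 1943 mRNAs were DE in at least 1 comparison, or 14.9% of the 13072 tested. No lncRNA among the 19129 tested passed both thresholds in any comparison in this setting, and 499 did with the filter on lncRNAs over 0.1 TPM in at least 3 libraries. The number of lncRNAs with an unadjusted p under 0.05 was 1994 in 13D vs. 1D, 3187 in 26D vs. 1D and 1097 in 26D vs. 13D, and the smallest adjusted p among lncRNAs were 0.0834, 0.0726 and 0.501 from limma. The alternative that moved the lncRNA total most restricted the test to lncRNAs over 0.1 TPM in at least 3 libraries, which gave 499 DE lncRNAs. In simulated data with 200 changed mRNAs and 200 changed lncRNAs, the same test recovered 132 of the mRNAs and 24 of the lncRNAs. The changed features were drawn among those with a mean log2 value over 1, and no shift common to a library was simulated. The recovered shares therefore need not hold for the real data.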

More specifically, three pairwise comparisons between the stages (13D *vs*. 1D, 26D *vs*. 1D, 26D *vs*. 

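In 13D vs. 1D, limma called 1068 DE mRNAs, 187 higher and 881 lower at 13D. In 26D vs. 1D it called 1709, of which 67 were higher and 1642 lower at 26D. In 26D vs. 13D it called 1. The median log2 fold change of all 13072 mRNAs was 0.00 in 13D vs. 1D, -0.52 in 26D vs. 1D and -0.53 in 26D vs. 13D, so that the TPM of most mRNAs fell at 26D. After the TPM of each library was divided by a median-of-ratios factor, these medians were -0.08, -0.08 and -0.01. The numbers of DE mRNAs were then 1355, 1000 and 0, with 883 mRNAs at an unadjusted p under 0.05 in 26D vs. 13D. Of the calls on the deposited TPM, 822 in 13D vs. 1D and 876 in 26D vs. 1D were also called after this scaling. The prior degrees of freedom that limma estimated for the mRNA variances were 375 in 13D vs. 1D and without bound in 26D vs. 1D, so that the variance of each mRNA was taken almost wholly from the trend over all mRNAs. After the scaling they were 4.02 and 4.50. In the paper's list for 26D vs. 1D, all 1891 mRNAs changed in the same direction here, 1777 had an unadjusted p under 0.05 and 1440 were called. Of the 1998 readable mRNAs in its list for 13D vs. 1D, 853 were called, and of the 15 for 26D vs. 13D, 0 were called and 11 had an unadjusted p under 0.05. With the filter on at least 3 libraries, 1349 of these mRNAs were called in 26D vs. 1D, 805 in 13D vs. 1D and 6 in 26D vs. 13D. Of the paper's 1084 lncRNAs for 26D vs. 1D, 1037 had an unadjusted p under 0.05, and the libraries of the compared stages did not overlap for 95.2%, where chance alone gives 10%. Of its 878 for 13D vs. 1D, 877 changed in the same direction, 769 had an unadjusted p under 0.05 and 84.2% did not overlap. Of its 11 for 26D vs. 13D, 10 had an unadjusted p under 0.05. Of these lncRNAs 0 were called, and with the filter on at least 3 libraries 99 in 13D vs. 1D and 327 in 26D vs. 1D were. These lists were selected by the paper for a difference between the stages. Among DE mRNAs whose libraries did not overlap, the largest changes in 13D vs. 1D were those of VSIG1 (log2 fold change 4.35) and IL12RB2 (3.69) upward and of LOC102090744 (-5.21) and ACTC1 (-5.06) downward. In 26D vs. 1D they were those of IL12RB2 (3.36) and BCL2A1 (2.94) upward and of ACTC1 (-5.15) and LOC102092476 (-5.10) downward. The TPM of ACTC1 at 13D and 26D, of LOC102092476 at 26D and of IL12RB2 at 1D was below the pseudocount of 0.5 in all libraries, so that the size of these changes depends on the pseudocount. LOC102090744 had 44.3, 47.2 and 803 TPM in the libraries of 1D. Its log2 fold change in 13D vs. 1D ranged from -5.92 to -3.84 with a library left out, so its size depends on single libraries.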

13D) were performed to identify differentially expressed mRNAs and lncRNAs, and obtained 2354, 1891, 15 DE mRNAs (**Figure 2A**) and 878, 1084, 11 DE lncRNAs (**Figure 2B**), respectively. 

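Of the mRNAs called DE, 834 were called in both 13D vs. 1D and 26D vs. 1D, all in the same direction in both. The only mRNA called in 26D vs. 13D was GeneID:106146089, which has no symbol in the RefSeq table. It had 2.82 ± 1.70 TPM (SD, n = 3) at 13D and was listed at 0 TPM in the 3 libraries of 26D. In that comparison 1181 mRNAs had an unadjusted p under 0.05, 1131 or 95.8% of them lower at 26D. After median-of-ratios scaling it was 883 mRNAs, 45.6% of them lower, so that the direction depends on the scaling. When 1D was compared with all 6 libraries of 13D and 26D, limma called 1497 mRNAs, 1402 of them lower in elder squabs, and 231 lncRNAs, 203 of them lower in elder squabs. From the smaller number of DE mRNAs and lncRNAs between 13D and 26D, the paper proposes in its discussion a possible association with the greater difference in BF size or weight between 1D and the elder stages.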

Both differentially expressed mRNAs and lncRNAs numbers between 1D and elder age stage (13D or 26D) are much greater than those between 13D and 26D. Furthermore, three DE genes (AKR1D1, VSIG1 and BCL2A1) overlapped in all three comparisons (**Figure 2C**).

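AKR1D1 (GeneID:102085311) had 109 ± 57.1 TPM (SD, n = 3) at 1D, 37.7 ± 14.8 TPM at 13D and 9.88 ± 2.75 TPM at 26D. Its log2 fold change was -1.41 in 13D vs. 1D (standard error 0.41, limma adjusted p = 0.0138) and -3.25 in 26D vs. 1D. VSIG1 (GeneID:102086421) had 0.560 ± 0.704 TPM at 1D, 20.1 ± 10.5 TPM at 13D and 3.56 ± 2.74 TPM at 26D. Its log2 fold change was 4.35 in 13D vs. 1D and 1.83 in 26D vs. 1D (standard error 0.49, limma adjusted p = 0.00409). BCL2A1 (GeneID:102088319) had 6.93 ± 2.22 TPM at 1D, 28.3 ± 1.64 TPM at 13D and 56.0 ± 15.7 TPM at 26D. Its log2 fold change was 2.00 in 13D vs. 1D (limma adjusted p = 0.00117) and 2.94 in 26D vs. 1D. All 3 genes were called in both comparisons with 1D. In 26D vs. 13D their log2 fold changes were -1.84, -2.52 and 0.94, with limma adjusted p = 0.393, 0.393 and 0.425, and none was called. The libraries of 13D and 26D did not overlap for any of the 3 genes. Chance gives 10% for a gene not selected beforehand, but the paper selected these genes as DE in this comparison. The libraries of 1D overlapped those of 13D for AKR1D1 and those of 26D for VSIG1, although both were called there. No mRNA was called in all 3 comparisons.

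**Figure D2:**
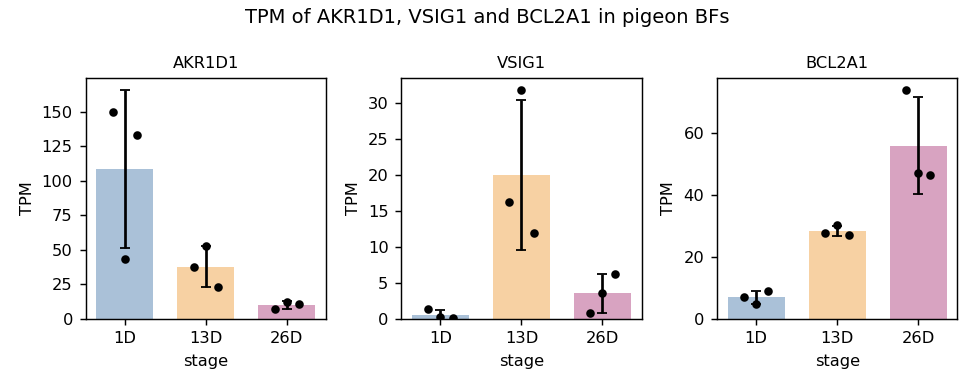
TPM of AKR1D1, VSIG1 and BCL2A1 by stage, with bars for the mean, error bars for the SD and points for the 3 libraries of each stage. AKR1D1 falls from a mean of 109 TPM at 1D to 9.88 TPM at 26D, VSIG1 is highest at 13D with 20.1 TPM, and BCL2A1 rises to 56.0 TPM at 26D.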

**Figure 2:**
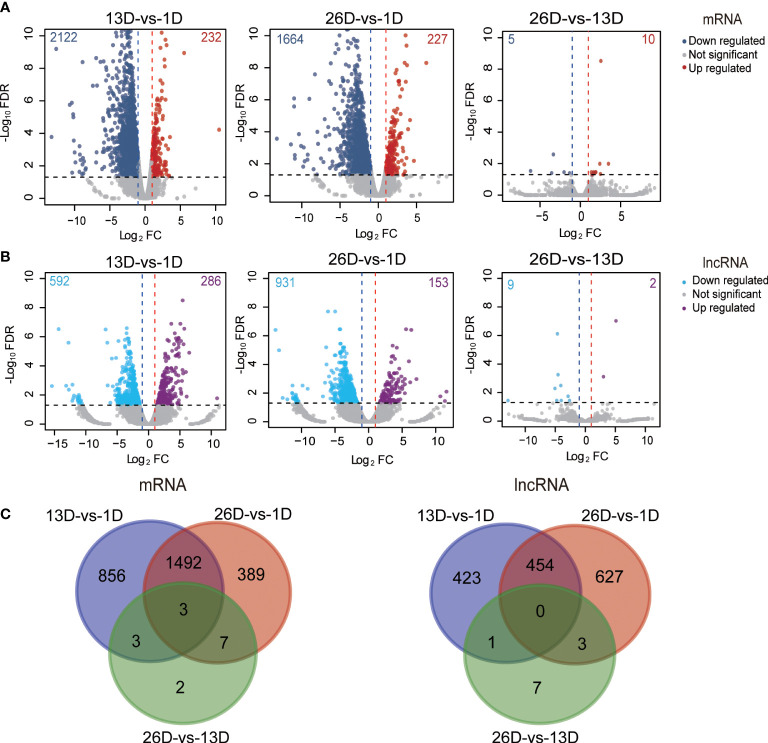
Differentially expressed mRNAs and lncRNAs during squab BF development. **(A–B)**. Volcano plot of the DE mRNAs(A) and lncRNAs **(B)** between two different development stages. The x-axis indicates the difference in expression level on a log2 (fold change). The y-axis represents the corresponding false discovery rate on a negative log 10(FDR). **(C)**. Venn plot shows the number of overlapping DE mRNAs and lncRNAs in different developmental stages.

Subsequently, hierarchical clustering analyses were conducted on the expression profiles of differentially expressed mRNAs and lncRNAs. 

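Hierarchical clustering of the 9 libraries was run on z-scores of log2 TPM over the 2568 readable mRNAs and the 1515 lncRNAs of the paper's DE lists. With complete and with average linkage, the first branch held the 3 libraries of 1D for mRNAs and for lncRNAs. These lists were selected for a difference between stages. Over all 13072 mRNAs and all 19129 lncRNAs on the deposited TPM, the first branch of each tree held 26D replicate 1 alone. After median-of-ratios scaling, the first branch over all mRNAs held the 3 libraries of 1D with both linkages. Over all lncRNAs it held them with complete linkage, and 26D replicate 1 alone with average linkage.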

As depicted in **Figure 3A–B**, DE mRNAs and lncRNAs expression data in pigeon BFs clustered into two groups according to developmental stages, respectively. The elder squabs (13D and 26D) were clustered into a subgroup, and separated from 1-day-old pigeon squabs. It implied that the developmental time leads to the different mRNA and lncRNA transcriptomes in pigeon BFs.

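The distance between 1D and elder libraries was also measured over all listed mRNAs and lncRNAs, without selection for DE. The mean Euclidean distance between libraries of 1D and of 13D or 26D was 1.28 times the mean distance within these groups for mRNAs. This ratio was the largest of the 84 ways to choose 3 of the 9 libraries (one-sided exact permutation test, p = 0.0119, the smallest p that the design allows). For lncRNAs the ratio was 1.08 (exact permutation p = 0.238). It was 1.17 with an exact permutation p = 0.0119 when TPM was divided by median-of-ratios factors. Between 13D and 26D the ratios were 1.10 for mRNAs and 1.07 for lncRNAs, each with an exact permutation p = 0.3 over 10 splits, where the smallest p possible is 0.1. From the grouping of the libraries by stage, the paper proposes that developmental time leads to the different mRNA and lncRNA transcriptomes.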

**Figure 3:**
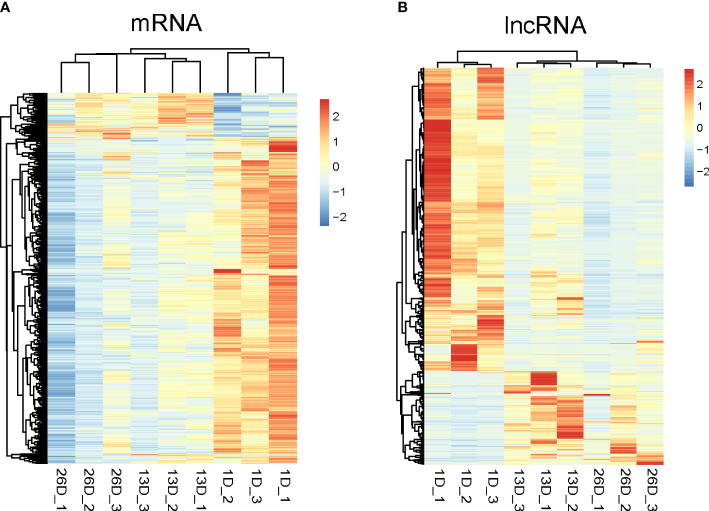
Hierarchical clustering analysis of differentially expressed mRNAs and lncRNAs in pigeon BFs. Heatmap representing the Z-score for normalized expression values of DE mRNAs **(A)** and lncRNAs **(B)**. The heatmap is drawn with Pretty Heatmap at ImageGP.

### Expression patterns and potential functions of DE mRNAs during BF development

The expression patterns of DE mRNAs in different BF developmental stages were analyzed by using the TCseq R package. DE mRNAs were divided into three categories (**Figure 4A–B**, **Supplementary Table 5**). Cluster 1 comprised 1305 mRNAs and their expression levels in 26D are lower than those in 1D and 13D. 

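For the 1305 mRNAs that the paper's Supplementary Table 5 puts in cluster 1, the mean of log2(TPM + 1) at 26D was lower than at 1D and 13D for all 1305. The paper's cluster list holds these same stage means, so their agreement with the pattern restates the clustering and tests nothing. After median-of-ratios scaling the mean at 26D was the lowest for 1054, or 80.8%. In the single libraries, the 3 of 26D were all below the 6 of 1D and 13D for 279 mRNAs, or 21.4%. The median log2 ratio of stage mean TPM in this cluster was -1.09 in 13D vs. 1D, -1.69 in 26D vs. 1D and -0.58 in 26D vs. 13D. The last of these was -0.20 after the scaling. Fuzzy c-means clustering of the 1943 mRNAs called DE here gave 877 mRNAs with this pattern, 206 higher at 13D or 26D than at 1D, and 860 that fell from 1D to 13D. When the readable mRNAs of the paper's cluster lists were clustered on the mean of log2(TPM + 1), a run added after seeing the data, 772 of the paper's 1305 mRNAs, or 59.2%, came out in cluster 1. In that run all 337 mRNAs of cluster 2 and all 357 readable ones of cluster 3 came out in the paper's cluster. The readable list of cluster 3 is incomplete, so the centres were fitted to fewer mRNAs than the paper's. The 59.2% therefore cannot tell whether the full list would reproduce cluster 1.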

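Of the 337 mRNAs that the paper lists in cluster 2, all had a higher mean at 13D or at 26D than at 1D, and 318 had a higher mean at both. The libraries of 13D or of 26D lay entirely above those of 1D for 277 of them, or 82.2%. The mean fell from 13D to 26D for 252 of these mRNAs on the deposited TPM, but for 142 after median-of-ratios scaling. For cluster 3, 357 mRNAs of the paper's list were readable. Their mean fell from 1D to 13D for all 357, and the libraries of 13D lay entirely below those of 1D for 301. Their median log2 ratio of stage mean TPM was -1.34 in 13D vs. 1D and -0.06 in 26D vs. 13D. From 13D to 26D the mean rose for 121 and fell for 236 on the deposited TPM. After median-of-ratios scaling it rose for 291 and fell for 66, with a median log2 ratio of 0.21. The paper's lists of both clusters hold the same stage means, so the patterns shared by all of their mRNAs restate the clustering.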

Cluster 2 containing 337 mRNAs showed higher expression in 13D or 26D compared to 1D, while the expression of 1110 mRNAs in cluster 3 was rapidly downward from 1D to 13D and then increased or slowly decreased in 26D (**Figure 4B**).

**Figure 4:**
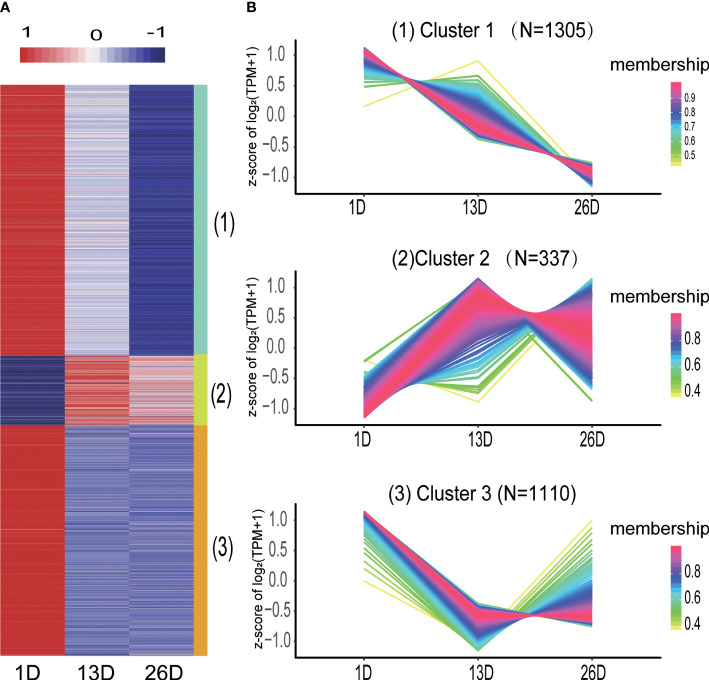
Distinct expression patterns of differentially expressed mRNAs across the BF development stages. **(A)**. The heatmap shows the expression patterns of the three clusters. Each row represents a mRNA. The color indicates the Z-score of normalized expression values. **(B)**. Cluster analysis of the DE mRNA expression patterns across the BF development stages. Membership values indicate the goodness of fit for mRNAs in a particular cluster.

To explore the potential functions of the mRNAs in different clusters, functional enrichment analyses were conducted with Metascape. As depicted in **Figure 5**, genes in cluster 1 and cluster 3 were mainly enriched for the GO terms related to tissue morphogenesis and development, whereas those in cluster 2 were enriched in the immune related GO terms, such as lymphocyte activation (GO:0046649), B cell activation (GO:0042113), lymphocyte differentiation (GO:0030098), leukocyte differentiation (GO:0002521), etc (**Supplementary Table 6**). 

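The enrichment analysis with Metascape was not repeated, since it needs annotation databases. The genes of the clusters were instead compared with lists of cell type marker genes written down before the data were examined, leaving out genes that the paper names. Against 12387 mRNAs with a symbol, 5 of 16 B lineage markers were in cluster 2 where 0.413 are expected (Fisher's exact test, adjusted p = 3.9e-04 over 20 tests). Of 20 markers of extracellular matrix and fibroblasts, 15 were in cluster 1 where 2.05 are expected (Fisher's exact test, adjusted p = 2.5e-10). Endothelial markers (5 of 9, adjusted p = 0.00494) and epithelial markers (5 of 8, adjusted p = 0.00319) were also more frequent in cluster 1 by Fisher's exact test than expected, as were erythroid markers (3 of 5, adjusted p = 0.0365). T lineage (1 of 11) and myeloid markers (1 of 10) did not pass in cluster 2 (Fisher's exact test, adjusted p = 0.556 each). Smooth muscle markers did not pass in cluster 1 (3 of 11, Fisher's exact test, adjusted p = 0.315). None of the 18 proliferation markers and none of the 11 neuron and glia markers was in cluster 1 or cluster 2. Fisher's exact test counts genes as independent, while markers of a cell type can change together in the same squabs. Its p therefore do not measure the spread between squabs and can be too low. The list of cluster 3 is incomplete and was not tested. From the enriched terms, the paper states that cluster 2 is closely related to immune function and clusters 1 and 3 to tissue morphogenesis and development.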

KEGG pathway enrichment analysis also showed that enriched pathways for genes in cluster 2 are also linked with immune, including Cytokine-cytokine receptor interaction (ko04060), Primary immunodeficiency (ko05340), T cell receptor signaling pathway(ko04660), B cell receptor signaling pathway(ko04662), etc (**Figure 6**, **Supplementary Table 6**).

**Figure 5:**
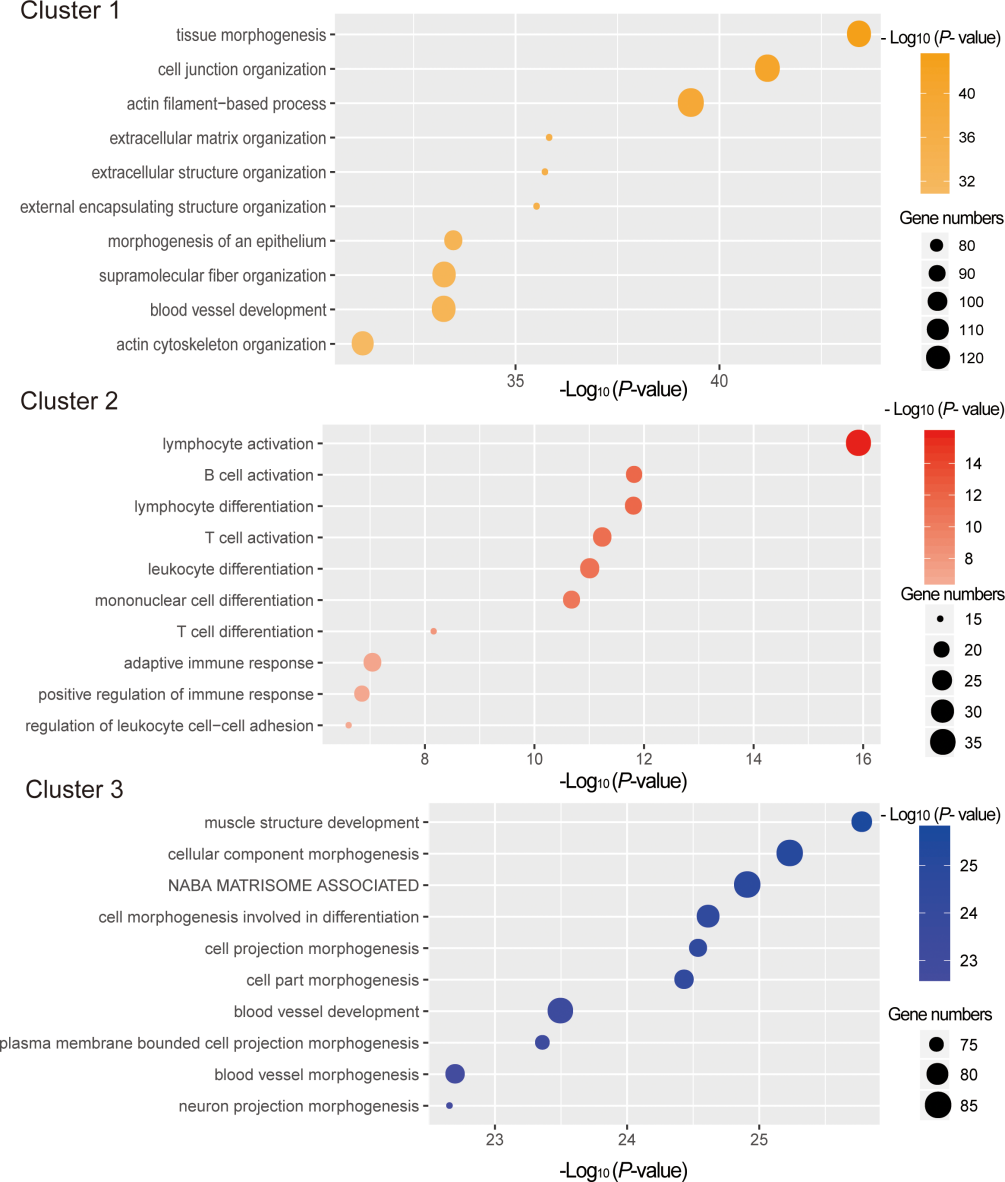
Function enrichment analysis of DE mRNAs in different clusters. The x-axis indicates –log (P - value). The y-axis indicates functional categories.

**Figure 6:**
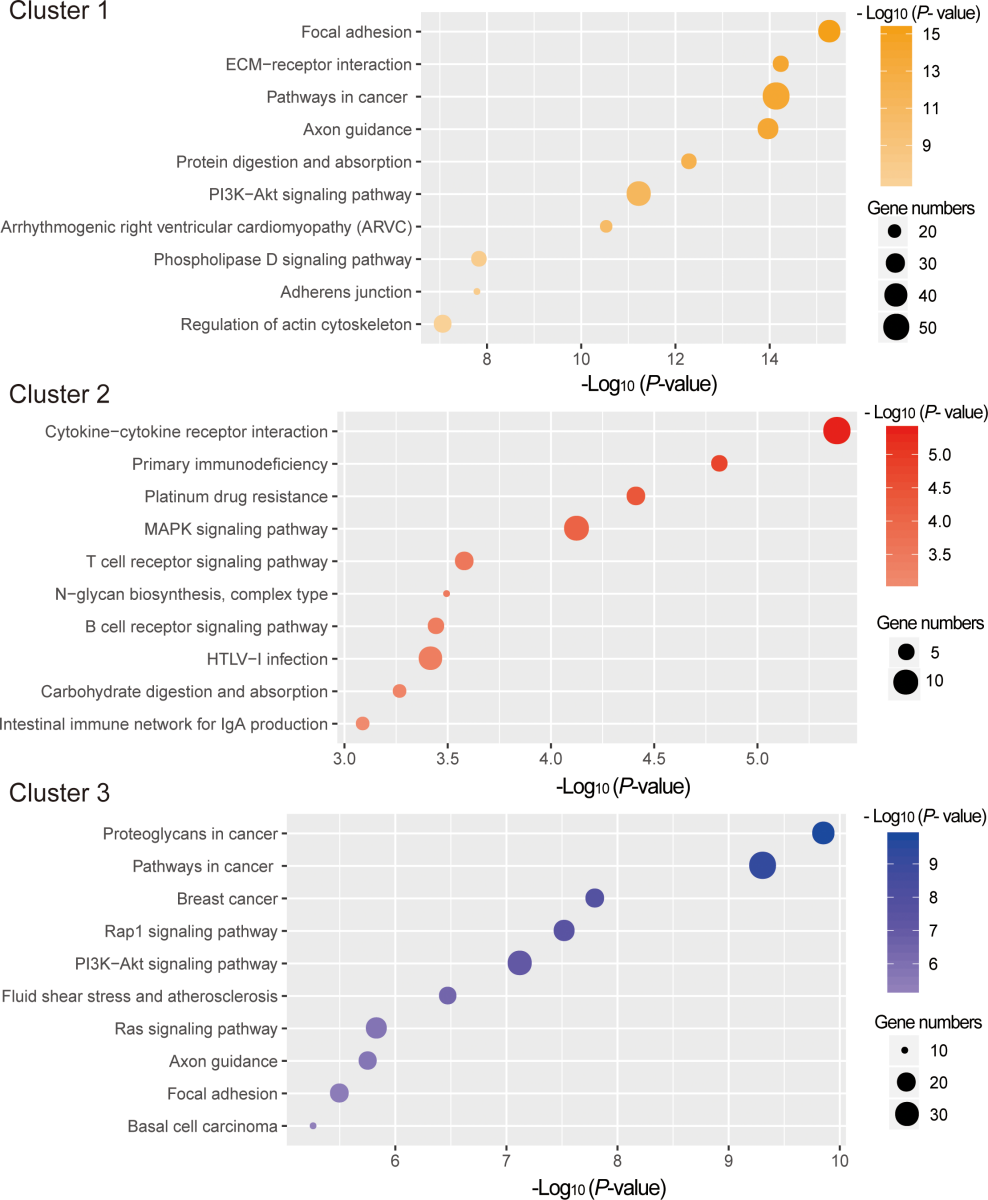
KEGG pathway analysis for DE mRNAs in different clusters. The x-axis indicates –log (P - value). The y-axis indicates KEGG pathways.

### PPI network and MCODE enrichment analysis

Given genes in cluster 2 are closely related to immune, these genes were employed to construct PPI network. (**Figure 7A**). The PPI network of cluster 2 consisting of 179 nodes and 315 edges was constructed in the different protein interaction databases including STRING (18), BioGrid (19), OmniPath (20), InWeb_IM (21). MCODE algorithm was employed to identify highly connected network components from the PPI network. Six significant modules containing 37 genes were screened from our constructed PPI network by MCODE (**Figure 7B**, **Supplementary Table 7**). These significant vital modules showed functions including B cell activation, lymphocyte differentiation, positive regulation of leukocyte cell-cell adhesion, DNA repair, ion homeostasis, etc (**Supplementary Table 7**).

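Of the 37 module genes in the paper's Supplementary Table 7, 35 were paired with a listed mRNA. All 35 had a higher mean log2 TPM at 13D than at 1D and at 26D than at 1D. Their log2 fold changes ranged from 0.21 to 2.15 in 13D vs. 1D, with a median of 1.18, and from 0.28 to 1.87 in 26D vs. 1D, with a median of 0.71. limma called 14 of them DE in 13D vs. 1D and 5 in 26D vs. 1D. With median-of-ratios scaling, 14 and 17 were called. The libraries of 13D lay entirely above those of 1D for 24 of the 35 genes, and those of 26D for 14, where a non-overlap in either direction has a chance of 10% per gene. The genes were chosen by the paper from cluster 2, which holds mRNAs higher at 13D or 26D.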

**Figure 7:**
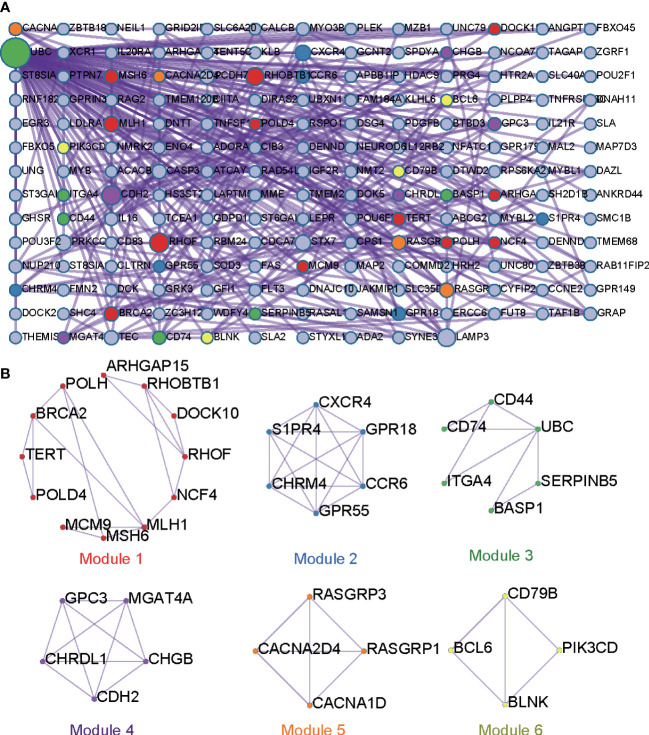
PPI interaction networks and core modules for DE genes in cluster 2. **(A)**. PPI interaction network. **(B)**. Modules of PPI.

### Expression patterns and potential functions of DE lncRNAs during BF development

Like DE mRNAs, the expression patterns of DE lncRNAs were also divided into three categories (**Figure 8A, B**, **Supplementary Table 5**). 

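In the main setting, limma called no lncRNA DE between any pair of stages (in 13D vs. 1D, 1994 had an unadjusted p under 0.05). With the filter on at least 3 libraries it called 122 in 13D vs. 1D and 435 in 26D vs. 1D, and with all 9 libraries in one fit 83 and 284. As there were none in the main setting, the lncRNA patterns were measured on the paper's own cluster lists. These lists hold the same stage mean TPM, so agreement of the means with a cluster's pattern restates the clustering. Of the 355 lncRNAs in cluster 1, 332 had a higher mean TPM at both 13D and 26D than at 1D, and the rest at only one of these stages. The libraries of 13D or of 26D lay entirely above those of 1D for 323. The median of the stage mean TPM was 0.239 at 1D, 1.71 at 13D and 0.796 at 26D.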

Cluster 1 comprising 355 lncRNAs showed higher expression level in 13D or 26D compared to 1D. 

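For the 469 lncRNAs that the paper lists in cluster 2, the mean TPM at 26D was below those at 1D and 13D for all 469, also after median-of-ratios scaling. On the deposited TPM this restates the clustering, since the paper's list holds the same means. The 3 libraries of 26D were all below the 6 of 1D and 13D for 182, or 38.8%. The median of the stage mean TPM was 1.22 at 1D, 0.549 at 13D and 0.157 at 26D.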

Cluster 2 contains 469 lncRNAs, and their expression levels in 26D are lower than those in 1D and 13D. Expression of 691 lncRNAs in cluster 3 was rapidly downward from 1D to 13D and then increased or slowly decreased in 26D (**Figure 8B**). 

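For all 691 lncRNAs of cluster 3 the mean TPM fell from 1D to 13D, which restates the clustering, since the paper's list holds the same means. The 3 libraries of 13D lay entirely below those of 1D for 532. From 13D to 26D the mean rose for 207 and fell for 480 on the deposited TPM, and rose for 329 and fell for 358 after median-of-ratios scaling. The median of the stage mean TPM was 1.42 at 1D, 0.271 at 13D and 0.187 at 26D. Fuzzy c-means clustering of the paper's 1515 DE lncRNAs placed every lncRNA in the cluster the paper gives.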

To explore the potential functions of the lncRNAs in different clusters, cis target genes of DE lncRNAs in each cluster were predicted and subjected to functional analysis. 

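The paper's Supplementary Table 8 pairs DE lncRNAs with neighbouring DE mRNAs, in 267 different pairs with 202 different target genes. Pearson's r of TPM over the 9 libraries was over 0.9 for all 267 pairs. The paper kept only pairs with an absolute r over 0.9, so this was fixed by the selection. To leave out differences between 1D and the elder stages, r was also computed over the 6 libraries of 13D and 26D alone. Over these libraries r was over 0.9 for 76 pairs, and it had the opposite sign for 16 pairs. Its median was 0.812, that of Spearman's rho was 0.771, and that of r without the 2 libraries farthest from the median of the lncRNA was 0.716. For 1 pair none of these could be computed, and r without the 2 libraries could not be computed for 7 pairs, that pair among them. An exact permutation test of r over all orders of the 6 libraries gave an unadjusted p under 0.05 for 132 pairs and a Benjamini-Hochberg adjusted p under 0.05 for 60 of the 267. With rho these numbers were 83 and 18. The pairs were selected by r over libraries that include these 6, so the p of both tests can be too low. After median-of-ratios scaling, r over the 6 libraries was over 0.9 for 33 pairs.

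**Figure D3:**
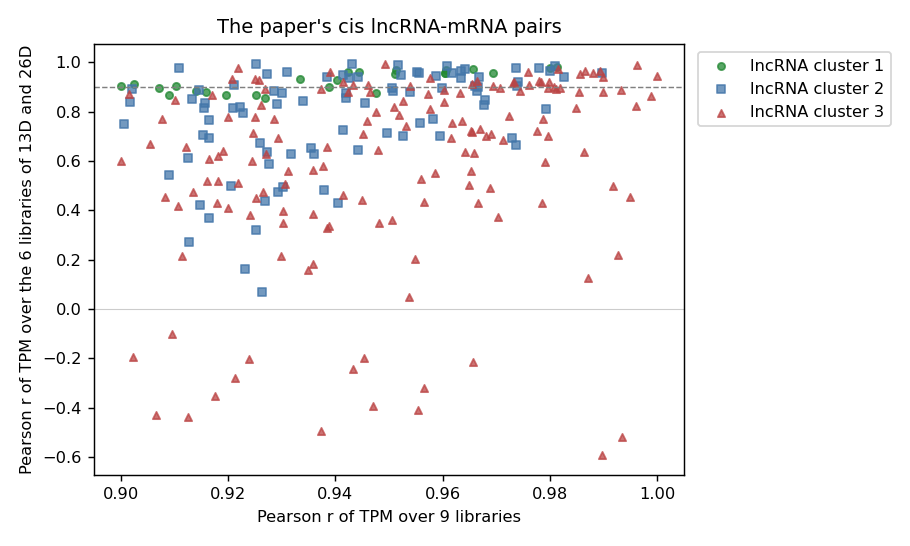
Pearson's r of TPM for the paper's cis lncRNA-mRNA pairs over the 9 libraries (x axis) and over the 6 libraries of 13D and 26D (y axis), with symbols for the lncRNA clusters and a dashed line at 0.9. All pairs lie above 0.9 on the x axis, since the paper selected them by this threshold, and 76 do on the y axis.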

As a result, 21, 72 and 129 potential target genes were detected in cluster 1-3, respectively (**Supplementary Table 8**). Target genes of DE lncRNA in cluster 1 are involved in developmental growth (GO:0048589), leukocyte migration (GO:0050900) and positive regulation of locomotion (GO:0040017), etc. Those in cluster 2 and 3 are mainly enriched for GO terms associated with development and morphogenesis (**Figure 8C** and **Supplementary Table 9**).

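Over the 6 libraries of 13D and 26D, the 25 pairs of lncRNA cluster 1 had a median r of 0.930 (median rho 0.943), and 13 of them had an exact permutation p under 0.05 after adjustment over all 267 pairs. The 88 pairs of cluster 2 had a median r of 0.846 (median rho 0.771), and 26 had an adjusted p under 0.05. The 154 pairs of cluster 3 had a median r of 0.699 (median rho 0.714), and 21 had an adjusted p under 0.05. As the paper selected the pairs by r over libraries that include these 6, the p can be too low. All 16 pairs with a negative r among these libraries on the deposited TPM belonged to cluster 3. After median-of-ratios scaling, a negative r also occurred in clusters 1 and 2. Pairs with r over 0.9 among these libraries then numbered 8, 11 and 14 in clusters 1 to 3, against 17, 30 and 29 on the deposited TPM. The functional enrichment of the targets was not repeated.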

**Figure 8:**
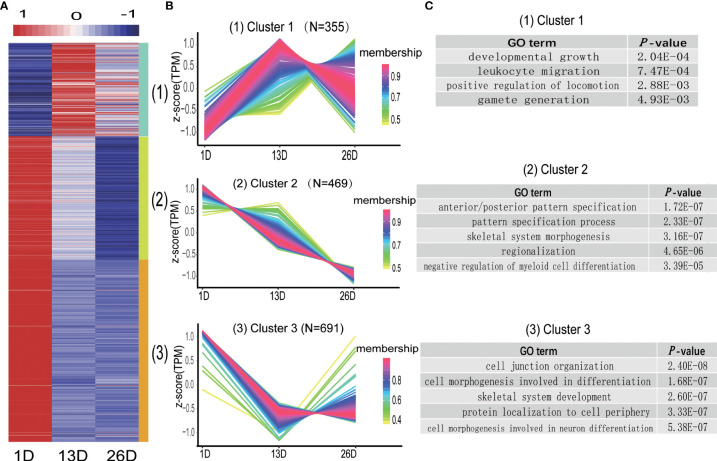
Distinct expression patterns of differentially expressed lncRNAs across the BF development stages. **(A)**. The heatmap shows the expression patterns of the 3 clusters. Each row represents a lncRNA. The color indicates the Z-score of normalized expression values. **(B)**. Cluster analysis of the DE lncRNA expression patterns across the BF development stages. Membership values indicate the goodness of fit for lncRNAs in a particular cluster. **(C)**. Representative enrichment categories of target genes of DE lncRNA in different clusters.

### qPCR validation

To confirm the RNA-seq results, we randomly selected eight DE genes and lncRNAs to conduct qPCR assay using three independent samples. The results were in line with our sequencing result (Pearson r =0.960 ± 0.073) (**Figure 9**), which highlighted the reliability of our sequencing data.

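The sequencing values of 3 mRNAs and 4 lncRNAs chosen for qPCR were as follows, and the qPCR values were not analysed here. ITGA4 (GeneID:102097249) had 25.0 ± 10.3 TPM (SD, n = 3) at 1D, 41.7 ± 4.86 TPM at 13D and 58.9 ± 36.7 TPM at 26D. MEIS1 (GeneID:102094172) fell from 92.8 ± 46.6 TPM at 1D to 28.2 ± 11.1 TPM at 13D and 15.0 ± 9.35 TPM at 26D. PLOD2 (GeneID:102087276) fell from 65.9 ± 14.5 TPM to 22.1 ± 5.69 TPM and 19.4 ± 12.3 TPM. By limma, MEIS1 and PLOD2 were called DE in both comparisons with 1D, and ITGA4 in neither. Among the lncRNAs, GeneID:102083478 had 2.34 ± 0.835 TPM at 1D, 8.10 ± 4.21 TPM at 13D and 4.51 ± 2.59 TPM at 26D. G36257 fell from 3.31 ± 2.84 TPM at 1D to 0.456 ± 0.221 TPM at 26D, G14881 from 3.98 ± 0.695 TPM to 0.733 ± 0.0978 TPM, and G16038 from 1.55 ± 0.293 TPM to 0.344 ± 0.160 TPM. None of these lncRNAs was called DE by limma between any pair of stages on the deposited TPM. The smallest of their adjusted p was 0.115 for G14881 in 26D vs. 1D, where its 3 libraries of 26D lay below those of 1D.

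**Figure D4:**
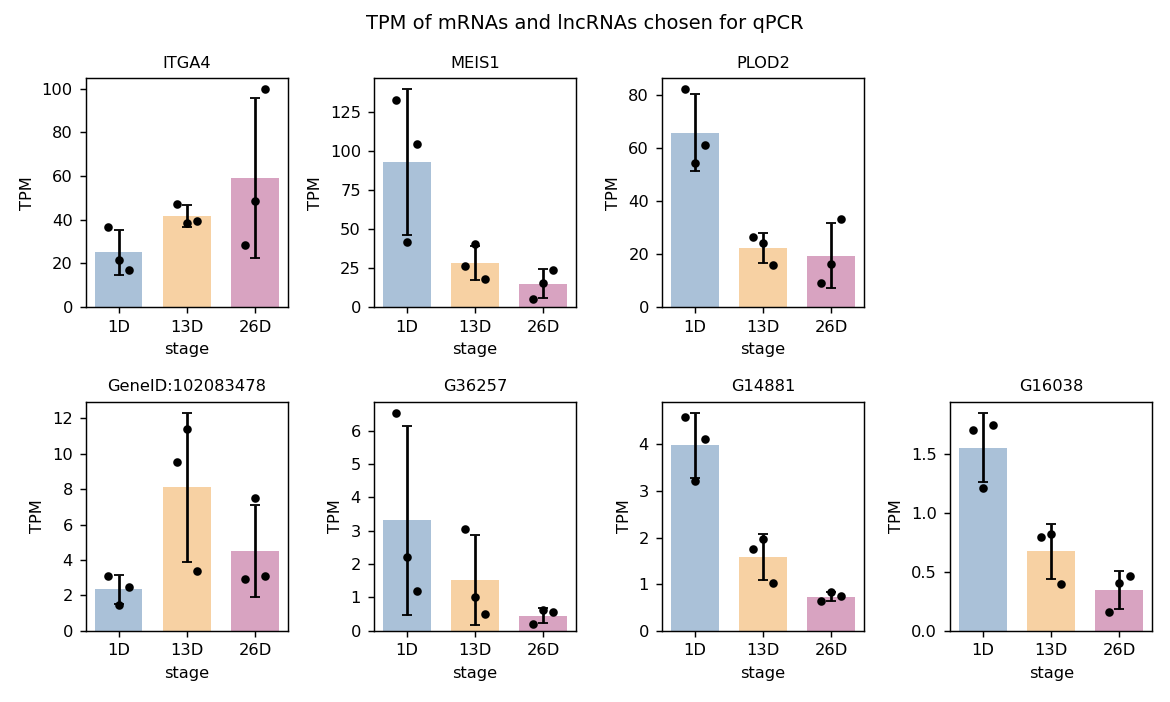
TPM by stage of 3 mRNAs (top) and 4 lncRNAs (bottom) chosen for qPCR, with bars for the mean, error bars for the SD and points for the 3 libraries of each stage. MEIS1 falls from a mean of 92.8 TPM at 1D to 15.0 TPM at 26D, and ITGA4 rises from 25.0 to 58.9 TPM with overlapping libraries.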

**Figure 9:**
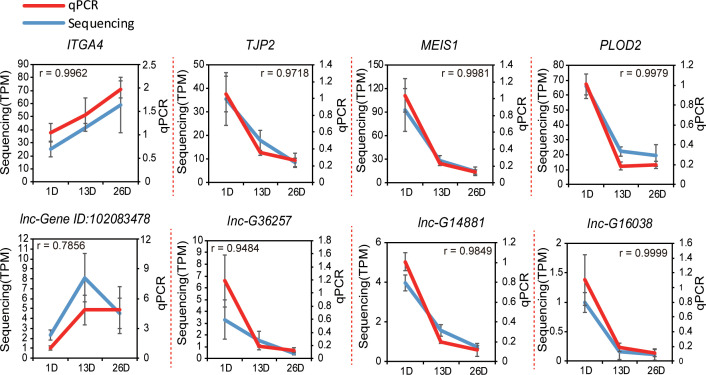
Validation of the sequencing data using qPCR. Four randomly selected protein coding genes and four lncRNAs in pigeon BFs were validated by real-time qPCR (n = 3). The Pearson product–moment correlation coefficient (r) was calculated using R.

## Discussion

BF is acknowledged as a central humoral immune organ unique to poultries. BF development goes through three phases, including the rapid growth phase (first 3 weeks after hatch), the plateau phase, and the regression phase (22). Three development stages (1d, 13d, and 26d) were selected in this study, representing newly hatched, rapid development and plateau stage, respectively. We identified 13,072 mRNAs and 19,129 lncRNAs from three development phases of squab BFs. BF development process is accompanied by changes in gene expression. Specifically, 2,752 mRNAs and 1,515 lncRNAs were identified as differentially expressed. Moreover, it was found that DE mRNAs and lncRNAs numbers between 1D and elder age are much greater than those between 13D and 26D. It might be associated with greater BF size or weight difference between 1D and 13D or 26D.

Generally, the gene expression pattern is well connected with gene function (23). In our study, gene expression pattern analysis found that identified DE protein coding genes could be clustered into three groups. GO functional enrichment analysis found genes in cluster 1 and cluster 3 were implicated in the tissue morphogenesis and development. Of special interest and importance is DE genes in another cluster (cluster 2) which have higher expression level on 13D or 26D compared to 1D. Their functional annotations are principally involved in immune system process-related GO categories, including lymphocyte activation, B cell activation, lymphocyte differentiation, leukocyte differentiation and T cell differentiation, etc. It has been well established that BF is the location of B lymphocyte differentiation and maturation in avians. BF provides an environment to support the differentiation of B lineage cells (24), consistent with our functional enrichment analysis results. Furthermore, KEGG pathway enrichment analysis revealed that these DE genes in cluster2 are involved in Cytokine-cytokine receptor interaction, B cell receptor signaling pathway and MAPK signaling pathway, which have been demonstrated to be relevant to BF development and functions (2, 25). Representative DE genes involved in immune system process contain CD79b, BCL6, CD83, CD74, etc. Among these, CD79b also known as B29 and Ig beta, is an essential component of the B cell receptor. CD79b exhibited strict B cell-specific expression (26) and expressed from early in B-cell development to the plasma cell stage (27). CD79b plays a critical role in B cell development. Targeted knockout of CD79b gene severely disrupts pre-B-cell development (28, 29). During chicken BF development, CD79b gene is also identified as differentially expressed and shows a similar expression tendency with our results (2). Bcl-6 is not only involved in the regulation of effector and memory differentiation of B lymphocytes, but also influences effector and memory differentiation in CD4+ T cells and CD8+ T cells (30). CD83 participates in the regulation of T- and B-lymphocyte maturation and in the regulation of their peripheral responses (31). CD74 also exerts modulation functions in the process of T-cell and B-cell developments (32). These critical genes in BF exhibit higher expression levels at 13D and 26D compared with 1D, implying BF with larger size might play more positive roles in lymphocyte differentiation and development. 

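CD79B (GeneID:102084539) had 213 ± 66.7 TPM (SD, n = 3) at 1D, 450 ± 56.8 TPM at 13D and 365 ± 91.9 TPM at 26D. Its log2 fold change was 1.11 in 13D vs. 1D (standard error 0.36, limma adjusted p = 0.0342) and 0.79 in 26D vs. 1D (adjusted p = 0.174). BCL6 (GeneID:102098258) had 36.5 ± 15.1 TPM at 1D, 82.4 ± 16.0 TPM at 13D and 55.3 ± 19.7 TPM at 26D, with limma adjusted p = 0.0343 and 0.402 against 1D. CD83 (GeneID:102093460) had 15.6 ± 6.10 TPM at 1D, 58.5 ± 20.1 TPM at 13D and 54.4 ± 11.9 TPM at 26D. It was called in both comparisons, with log2 fold changes of 1.89 and 1.82 and limma adjusted p = 9.5e-04 and 0.00285. CD74 (GeneID:102095567) had 1078 ± 70.2 TPM at 1D, 1683 ± 198 TPM at 13D and 1765 ± 670 TPM at 26D, with log2 fold changes of 0.64 and 0.65 that were not called. The libraries of 13D lay above those of 1D for all 4 genes, and those of 26D for all but BCL6, which was called DE in 26D vs. 1D after median-of-ratios scaling with a log2 fold change of 1.17. After the same scaling CD79B was no longer called in 13D vs. 1D (log2 fold change 1.02, limma adjusted p = 0.0656). The smallest exact p for 3 libraries against 3 is 0.1. From the higher values at 13D and 26D, the paper proposes that a BF of larger size might play a more positive role in lymphocyte differentiation and development.

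**Figure D5:**
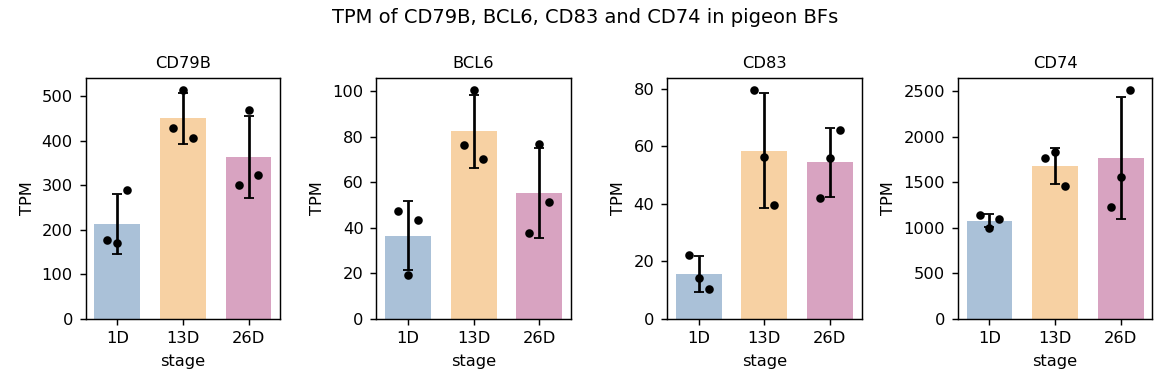
TPM of CD79B, BCL6, CD83 and CD74 by stage, with bars for the mean, error bars for the SD and points for the 3 libraries of each stage. The mean of CD83 rises from 15.6 TPM at 1D to 58.5 TPM at 13D, and the 26D libraries of CD74 spread around 1765 TPM with an SD of 670.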

Several lines of evidence also support this view (11, 33).

lncRNAs are crucial regulators of cell differentiation and development (34), which participate in the regulation of gene expression at multiple levels. By interacting with RNA, chromatin, and protein, lncRNAs modulate mRNA stability, chromatin structure, and the function of proteins (35). lncRNAs have the potential to regulate immune cell function and development. For instance, Tiago F. Brazão and colleagues identified 4516 lncRNAs expressed in 11 stages of mice B-cell development and activation (36). Our results found that in addition to some protein-coding genes related immune system process and tissue morphogenesis, 1,515 lncRNAs are identified as differentially expressed during BF development. DE lncRNAs show similar three expression patterns with differentially expressed protein-coding genes. Of note, cis target genes of DE lncRNAs in cluster 1 were enriched in leukocyte migration, positive regulation of locomotion, development growth, etc. These enriched GO catergories are closely linked with functional process of B lymphocytes. It is well documented that fully differentiated B lymphocytes would migrate from the BF to peripheral lymphoid organs to colonize, reproduce and perform important immune functions (5). Representative target genes of DE lncRNAs include IL16, CXCR4 and ITGA4, etc. 

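IL16 (GeneID:102088285) had 45.3 ± 1.41 TPM (SD, n = 3) at 1D, 115 ± 45.9 TPM at 13D and 81.4 ± 18.1 TPM at 26D. It was called DE in 13D vs. 1D, with a log2 fold change of 1.24 and a limma adjusted p = 0.0303, and not in 26D vs. 1D. CXCR4 (GeneID:102086794) had 172 ± 5.92 TPM at 1D, 418 ± 106 TPM at 13D and 330 ± 82.5 TPM at 26D, and was also called only in 13D vs. 1D (log2 fold change 1.25, limma adjusted p = 0.0153). Each is paired with a single lncRNA in the paper's list. Over the 6 libraries of 13D and 26D, r was 0.867 for IL16 and G33299 (exact permutation p = 0.0569, rho 0.771), 0.876 for CXCR4 and G22532 (exact permutation p = 0.0319, rho 0.771) and 0.969 for ITGA4 and G32120 (exact permutation p = 0.00556, rho 0.829). After adjustment over 267 pairs, the exact permutation p were 0.111, 0.0759 and 0.0399. These can be too low, since the paper selected the pairs by r over libraries that include these 6. The rho had exact permutation p = 0.103, 0.103 and 0.0583. Without the 2 libraries farthest from the median of the lncRNA, r was 0.884 for IL16, 0.0527 for CXCR4 and 0.873 for ITGA4. On the deposited TPM the relation of CXCR4 and G22532 thus rests on those libraries, but leaving them out keeps 4 libraries with a narrower range of the lncRNA, which by itself can lower r. After median-of-ratios scaling r over the 6 libraries was 0.387 for IL16, 0.951 for CXCR4 and 0.934 for ITGA4.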

IL-16, also known as lymphocytic chemoattractant factor (LCF), can regulate the migration and proliferation of normal leukocytes (37). The chemokine receptor CXCR4 is abundant on naive lymphocytes. It is a critical regulator of cell migration (38). ITGA4 is a member of the integrin family of transmembrane receptors, which is involved in generating signals pivotal for cell migration (39). Combining our results with the functions of these target genes, it can be speculated that lncRNAs might participate in the regulation of pigeon BF development and B lymphocyte function.

Based on our findings that immune-related mRNAs and lncRNAs were identified as differentially expressed, we speculated that, like other poultries, pigeon BF plays important roles in B lymphocyte development and differentiation. The reasons why pigeon squabs subjected to bursectomy didn’t exhibit a decline of humoral immune responsiveness were possibly related to the following facts: Firstly, unlike other poultries, parent pigeons have the capability to secrete crop milk, which contains immunoglobulin, protein and fat, etc (40, 41). By means of feeding crop milk, pigeon parents could transfer immunoglobulin to squabs (42). Secondly, emigration of B cells from bursa to periphery lymphoid tissues may start around the time of hatch (43). Thirdly, Approximately 5% of peripheral B cells in the newly hatched bird appear to be derived from extrabursal precursors (44).

Overall, in this study we presented the results of lncRNA and mRNA expression profiling in pigeon BF across three different development stages and highlighted their potential biological function. Our findings will provide insight into the transcriptional difference involving in pigeon BF development and enhance the understanding the physiological functions of squab BF.

## Materials and methods

### Preparation of experimental animals and tissues

White King pigeon squabs were purchased from the Feng Mao pigeon breeding plant (Mianyang, China). Thirty-nine pigeon squabs were grouped into three stages (13 replicates for each period, the age of 1 day (1d), 13 days (13d), 26 days(26d). After measuring the body weight, the pigeon squabs were anesthetized with diethyl ether and euthanatized. Then, the BF of each pigeon was isolated and weighed. BF index was calculated using the formula: BF index = BF weight/body weight ×100. And the samples for subsequent lncRNA and mRNA sequencing were frozen in liquid nitrogen and stored at -80°C refrigerator.

### Histomorphological examination of BF

BFs were fixed in 4% paraformaldehyde for over 24h and dehydrated in graded ethanol. Subsequently, BFs were embedded in paraffin and subjected to a microtome (Leica, Wetzlar,Germany). Serial 5μm-thick slices were prepared and stained with H&E, and taken photos with a digital camera.

### RNA extraction and high-throughput sequencing

Total RNA was respectively isolated from frozen BF samples collected from nine female pigeon squabs across the three developmental stages (three biological replicates each) by HiPure Universal RNA Kit (Magen, Guangzhou, China) according to the manufacturer’s protocol. The integrity of total RNA was evaluated using an Agilent 2100 Bioanalyzer. The RNA concentrations were assessed with a Nanodrop 2000 spectrophotometer (Thermo Scientific, Massachusetts, USA). Each total RNA sample was first treated to remove ribosomal RNA using the Ribo-Zero™ kit (Epicentre,Madison, WI, USA). The rRNA-depleted RNA was used to prepare the stranded-specific RNA-seq library following the manufacturer’s standard procedures. Subsequently, prepared cDNA libraries were sequenced by an Illumina NovaSeq 6000 platform and the paired-end reads were obtained. All the RNA-seq data have been deposited in NCBI database with accession number GSE183791.

### Assembly of pigeon transcripts and identification of lncRNA

High-quality clean reads were obtained by removing reads containing adapters and low-quality reads from the raw data. These clean reads were mapped to the pigeon genome (Cliv_1.0 from NCBI) using STAR (45) (v.2.6.0c). Mapped reads were assembled to transcripts using the Cufflinks (46) (v.2.1.1) software. The transcripts (≤250 bp or FPKM < 0.1) were first excluded. The remaining transcripts were merged and compared to the reference genome by the meta-assembly tool TACO software (v0.7.3). Those transcripts unannotated by protein-coding genes (PCGs) were retained as putatively lncRNA transcripts. Subsequently, Coding Potential Calculator (CPC2) and PfamScan (47) were applied to predict the coding potential of these transcripts. After removing transcripts with coding capacities, the remaining transcripts were identified to be long non-coding RNAs.

### Differential expression and cluster analysis

Quantification of mRNA and lncRNA expression in each sample was calculated in TPM (transformed transcripts per kilobase million) scale by Kallisto (48) (version 0.43.0). Next, mRNAs with TPM > 0.5 and lncRNAs with TPM > 0.1 in at least one library were considered expressed. Differential expression analysis between two stages was performed using edgeR (49)(Release 3.13) in the OmicShare tools (www.omicshare.com/tools), with |log2(fold change) |>1 and FDR <0.05. The expression patterns of differentially expressed mRNAs and lncRNAs were characterized by R package TCseq, respectively (50).

### Target gene prediction of DE lncRNA

To explore the possible function of DE lncRNAs, cis target genes of lncRNAs were predicted. DE genes located 100 kb upstream and downstream of lncRNAs were extracted. Pearson’s correlation coefficients (PCC) between DE mRNAs and DE lncRNAs were calculated with the Hmisc package in R. The lncRNA-mRNA pairs with |PCC| > 0.9 and P < 0.05 were predicted as co-regulated.

### Functional enrichment analysis

The DE mRNAs and cis target genes of DE lncRNAs were subjected to functional enrichment analyses by using Metascape (http://metascape.org/gp/index.html) online tool with the default parameters set (51). The GO terms and KEGG pathways with P < 0.05 were considered significantly enriched.

### Protein-protein interaction network analysis of DE genes

Protein-protein interaction (PPI) networks were constructed by using the Metascape tool with default parameters. Next, MCODE algorithm was employed to identify highly connected network components from the PPI network. Functional enrichment analysis was conducted for each MCODE component, and the three best-scoring terms (by P-value) were retained as the functional description of the corresponding modules.

### Quantitative real-time PCR validation

The total RNA was reverse transcribed respectively by PrimeScript™ RT reagent Kit with gDNA Eraser (Takara, Otsu, Japan) following the manufacturer’s recommendation. The qRT-PCR assays were performed on a CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA) using SYBR Premix Ex Taq II (Novoprotein, Shanghai, China) by the manufacturer’s protocols. Relative mRNA and lncRNA levels were calculated by the 2^-△△Ct^ method. The primer sequences are in **Supplementary Table 1**.

### Statistical analysis

BF weight and index were analyzed and compared for statistically significant difierences using one-way analysis of variance (ANOVA) in R, respectively. The significance level for the statistical analysis was P < 0.05.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus (GEO) repository under GEO accession GSE183791.

## Ethics statement

This study was reviewed and approved by the Institutional Animal Care and Use Committee in the College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China.

## Author contributions

Conceptualization: XW and ML. Methodology: LJ, JM, LZ, YL and QT. Validation: HG and AJ. Investigation: JW, QP and FY. Writing-original draft preparation: XW and JW. Writing-review and editing: XL and HT. Visualization: SH. Funding acquisition: ML. All authors contributed to manuscript revision, read, and approved the submitted version.

## Funding

This work was supported by the Sichuan Science and Technology Program (2021YFYZ0009), the Ya’an Science and Technology Program (21SXHZ0022).

## Acknowledgments

We thank the High-Performance Computing Platform of Sichuan Agricultural University and Ya’an Big Data Industrial Park for providing computing resources and support that have contributed to these research results.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Transcriptome analysis revealed the roles of long non-coding RNA and mRNA in the bursa of Fabricius during pigeon (Columba livia) development
**Source:** Front Immunol. 2022 Jul 25;13:916086. doi: 10.3389/fimmu.2022.916086
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

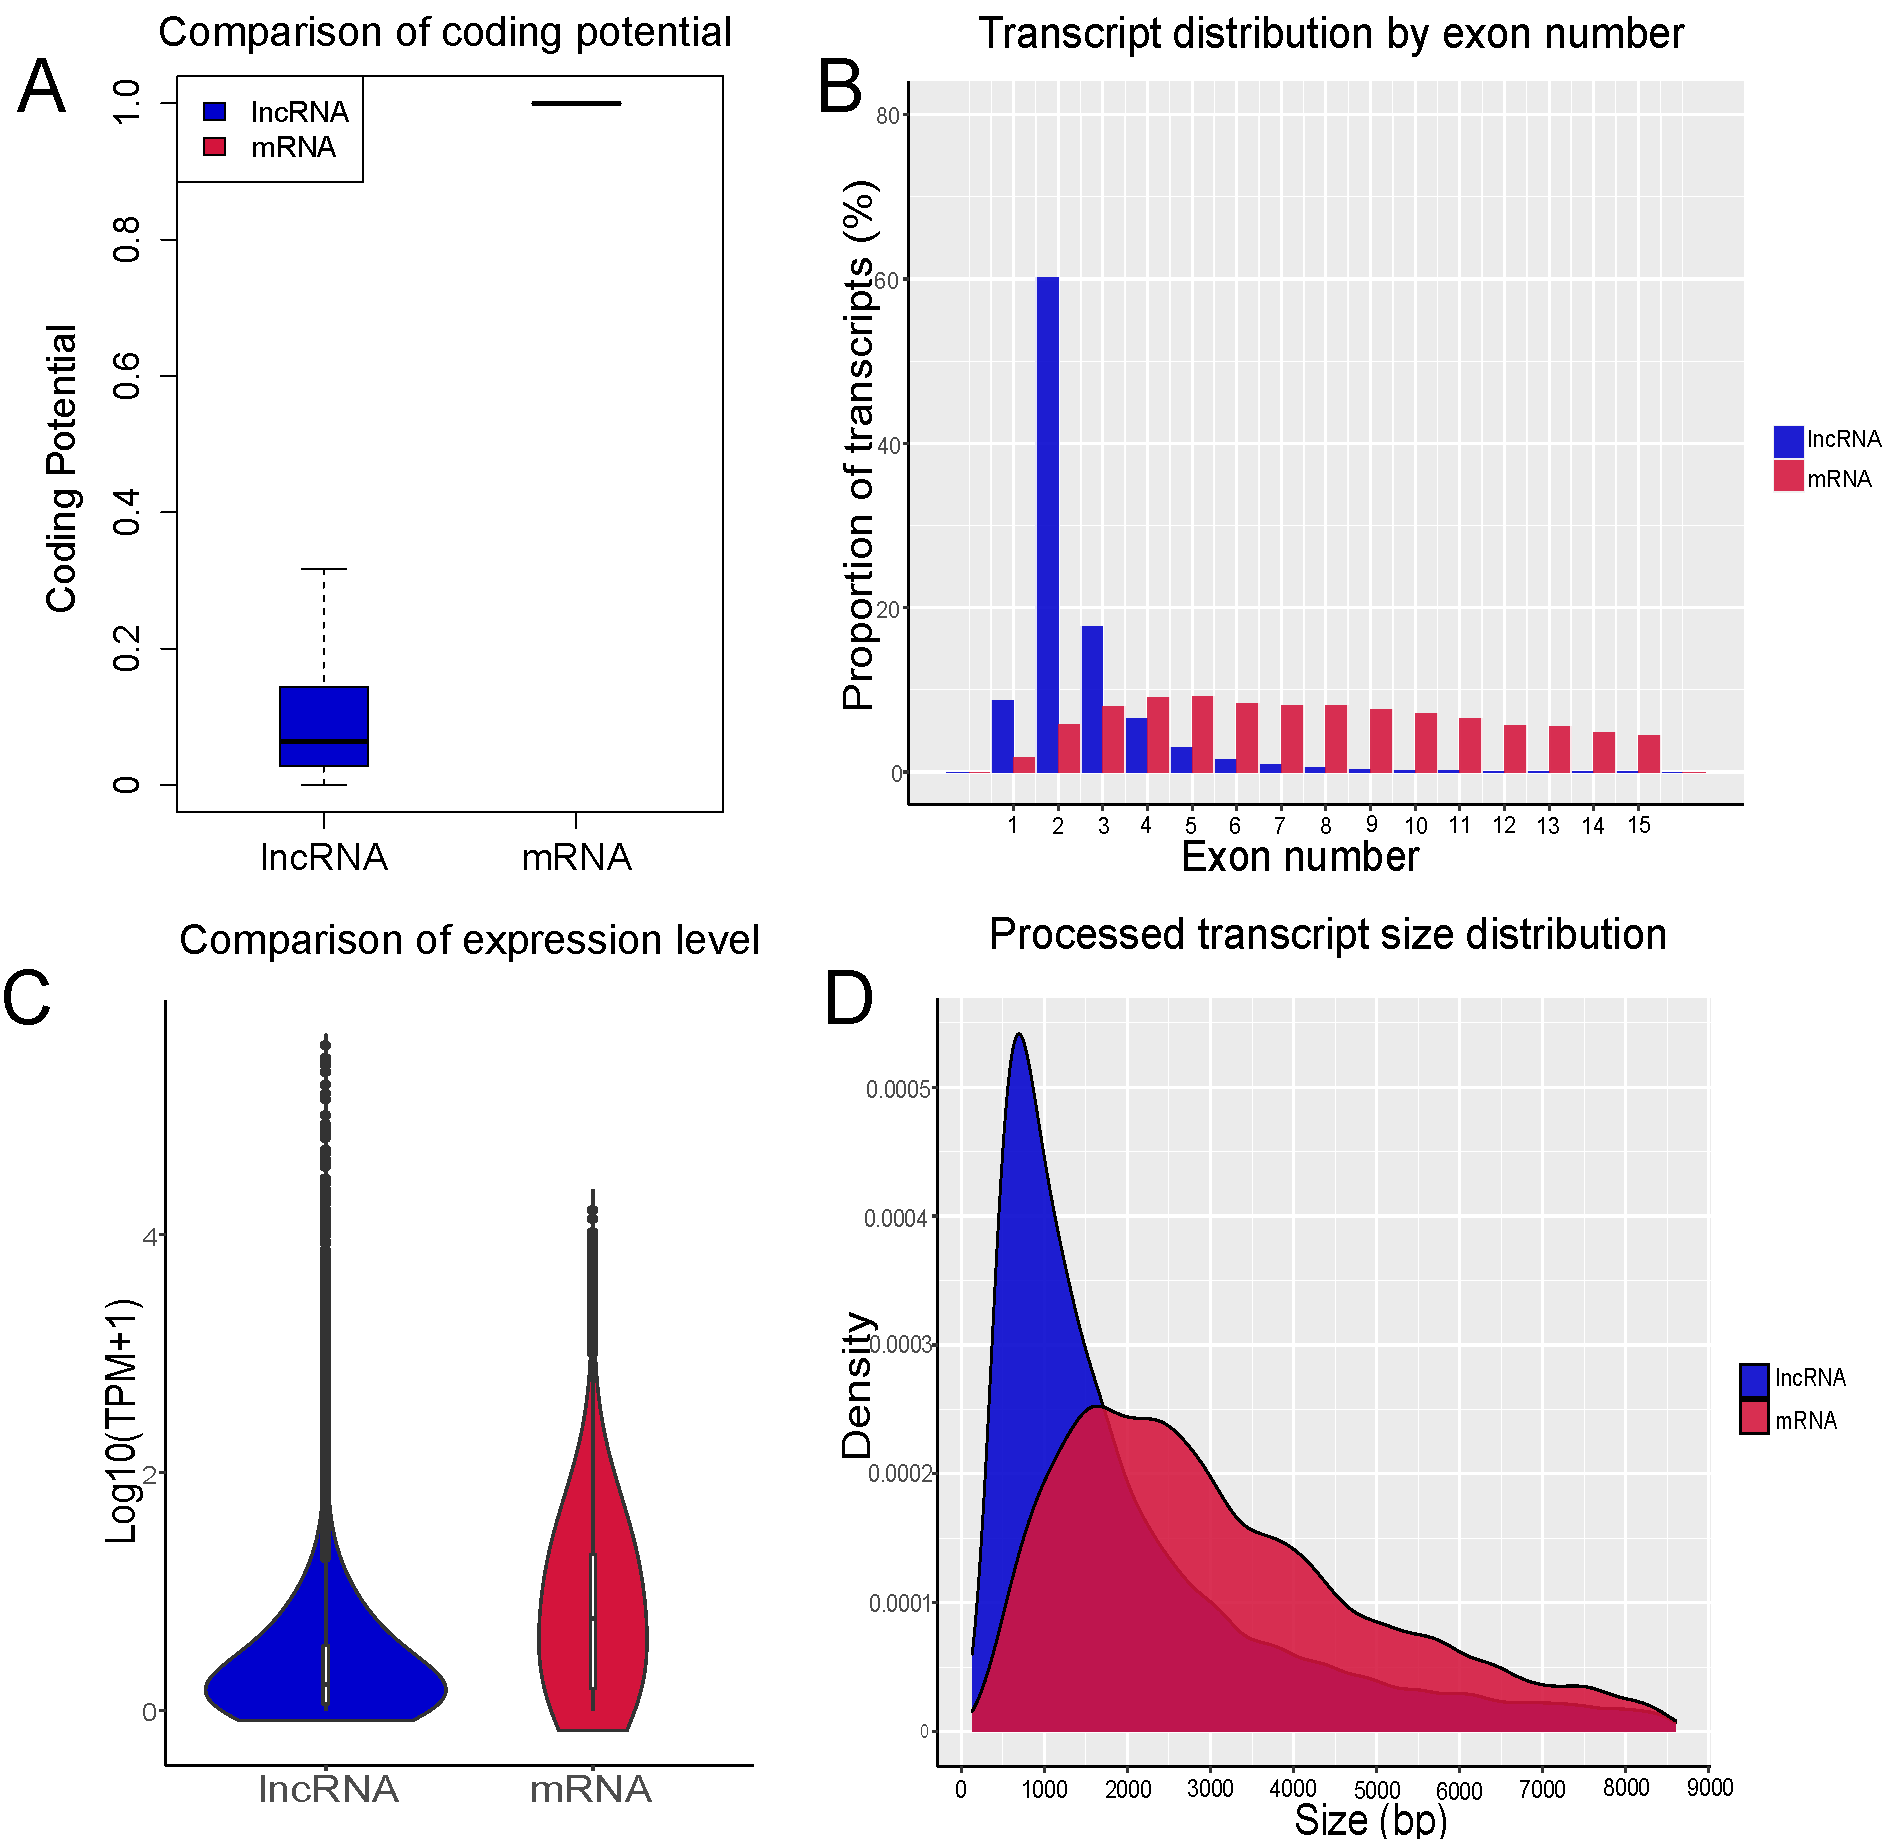

**Supplementary Figure 1.** Transcriptional characterization of lncRNAs and mRNAs in pigeon BF LncRNA and mRNA expression changes during BF development.

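The expression panel of this figure compares TPM values, which for mRNAs and lncRNAs come from the same quantification. Coding potential, exon number and transcript length are properties of the assembled transcripts rather than of a library, and they were not analysed here.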

## Supplementary Tables

**Supplementary Table 1.** Primer sequences of the qPCR assays

| **Name** | **Primer sequence (5' - 3')** | **Product length(bp)** |
| --- | --- | --- |
| *ITGA4* | F:GAGAAAACCACGGGTCATGC | 80 |
|  | R:TGATCCAGGGGCTCCCATTA |  |
| *TJP2* | F:TGTCATTCCTCACAAGGCCC | 112 |
|  | R:TCTGCCACCAGAAACTGCAA |  |
| *MEIS1* | F:ATCTACGGACACCCCCTGTT | 113 |
|  | R:TCAGAGGAGCAAACATCGCC |  |
| *PLOD2* | F:GAAAGGTGGTGAGCTGCCTA | 50 |
|  | R:GTCGAACTTTCTGCCCTCCA |  |
| *lnc-Gene ID:102083478* | F:AAAAGCACACGAGCACCAC | 50 |
|  | R:AGCGTTCAGTTCGATTGGCT |  |
| *lnc-G36257* | F:GTCACAGCATCTGCGTTTGG | 50 |
|  | R:CTCAAGAGTTCCACCACGCT |  |
| *lnc-G14881* | F:TAGCGGGGTCCAGACACTTA | 76 |
|  | R:GGTTCTCCATCCAAGGGCAA |  |
| *lnc-G16038* | F:AGGCTCGGGAAAACCCATTT | 84 |
|  | R:AAGCCAAGACTGCGAACTGA |  |
| *β-actin* | F:GTGGATCAGCAAGCAGGAGT | 101 |
|  | R:TCATCACAAGGGTGTGGGTG |  |

Abbreviations: F, forward; R, reverse.

**Supplementary Table 2.** Summary of data information

| **Sample Name** | **Raw Data(Gb)** | **Clean Data (Gb)** | **Proportiaon of Q30 (%)** | **Raw Reads** | **Clean Reads** | **Mapped Reads** | **Map Ratio (%)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1D_1 | 11.33 | 11.16 | 94.46 | 37,778,932 | 37,197,457 | 34,703,113 | 93.29 |
| 1D_2 | 11.15 | 10.93 | 93.03 | 37,180,382 | 36,434,384 | 29,698,257 | 81.51 |
| 1D_3 | 11.96 | 11.84 | 93.38 | 39,877,427 | 39,468,076 | 34,859,653 | 88.32 |
| 13D_1 | 10.48 | 10.28 | 94.21 | 34,940,163 | 34,274,961 | 32,070,896 | 93.57 |
| 13D_2 | 10.86 | 10.71 | 94.89 | 36,190,725 | 35,699,893 | 33,564,299 | 94.02 |
| 13D_3 | 10.28 | 10.22 | 92.83 | 34,280,233 | 34,070,831 | 31,467,408 | 92.36 |
| 26D_1 | 12.06 | 11.93 | 94.2 | 40,197,841 | 39,759,791 | 35,570,330 | 89.46 |
| 26D_2 | 13.62 | 13.5 | 94.16 | 45,412,013 | 45,009,336 | 41,888,723 | 93.07 |
| 26D_3 | 11.82 | 11.7 | 93.78 | 39,390,592 | 38,995,717 | 34,665,530 | 88.90 |

How the deposited data were processed for this re-analysis (not part of the article)

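BF RNA of 9 female White King squabs was sequenced, 3 libraries at each of 1D, 13D and 26D, each from a different squab. The authors mapped the clean reads with STAR to the pigeon genome Cliv_1.0, assembled transcripts with Cufflinks, merged them with TACO and quantified mRNAs and lncRNAs with Kallisto. The authors deposited TPM values in one table for mRNAs and another for lncRNAs, with no further scaling stated, and kept mRNAs over 0.5 TPM and lncRNAs over 0.1 TPM in at least 1 library. All 18 library columns of these tables were used. The TPM of both tables in a library sum to between 991214 and 997459, so both classes share a scale. The paper's Supplementary Table 2 gives 29698257 to 41888723 mapped reads per library. The TPM values hold no counts, so that the depth behind a single value and its counting error are unknown.

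Values were processed with R 4.3.3, limma 3.58.1 and e1071 1.7.16, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. For each pair of stages, limma (lmFit, then eBayes with a trend in the prior variance) was run on log2(TPM + 0.5) for mRNAs and log2(TPM + 0.1) for lncRNAs, with the 6 libraries of those stages and no other covariate. Features were called DE at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The tests for 1D against all 13D and 26D libraries used all 9 libraries. The authors used edgeR for this step, which needs read counts. The replicate numbers 1, 2 and 3 come from the library labels, and since each library is a different squab they were not used as pairs in the tests. The prior degrees of freedom that limma estimated, looked at after the results were seen, were 375 for mRNAs in 13D vs. 1D, without bound in 26D vs. 1D and 16.2 in 26D vs. 13D, against 4 residual degrees of freedom. For lncRNAs they were 4.98, 8.87 and 2.48. The adjusted p of single mRNAs against 1D therefore rest mostly on the variance trend over all mRNAs.

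Fuzzy c-means clustering used 3 clusters and a fuzzifier of 2 on z-scores of stage means, log2(mean TPM + 1) for mRNAs and mean TPM for lncRNAs. The values in the paper's cluster lists equal the mean of log2(TPM + 1) for mRNAs, so a run on that scale with the paper's DE lists was added after the data were examined. Distances between libraries were Euclidean on the log2 values and were tested by exact permutation. Correlations of lncRNA-mRNA pairs were Pearson's r and Spearman's rho of TPM. They were computed over the 6 libraries of 13D and 26D, to leave out differences between 1D and the elder stages, with exact permutation p adjusted over the 267 pairs. The score of a marker set was the mean over its genes of log2(TPM + 0.5) minus the median of that library over mRNAs above 0.5 TPM in all 9 libraries. Median-of-ratios factors were computed over the same 10027 mRNAs.

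The genes and lncRNAs named in the text were fixed before the data were examined. They are those the paper names in its text or Fig. 9, except an item that is not reported here, the module genes as a group, and for each comparison and class up to 2 higher and 2 lower features with the largest change among DE ones whose libraries do not overlap. The designs, the alternative settings and the marker sets were also fixed then. G17924 was singled out after its values were seen. The alternatives were other pseudocounts, a filter on features over the threshold in at least 3 libraries, other scalings of TPM, all 9 libraries in one fit, eBayes without trend, the replicate number as a block, a fold change from mean TPM, no fold change threshold, other distances, k-means clustering and leaving out each library in turn.

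The test was tested on simulated data with the real means and SDs and log2 changes of 2 or 3, where it recovered 132 of 200 changed mRNAs with 6 other calls and 24 of 200 changed lncRNAs with 1 other call, and made 0 calls where nothing was changed. Changed features had a mean log2 value over 1, and the noise of each feature was independent. The real libraries differ by common factors, from 0.483 in 26D replicate 1 to 1.42 in 1D replicate 1. The simulation thus cannot give the rate of false calls in the real data. The clustering step recovered 300 of 300 simulated profiles. The symbols come from the RefSeq table of another assembly (bColLiv1.pat.W.v2) than the authors' genome build, so no position is given. The readable lists of the paper's Supplementary Tables are incomplete for DE mRNAs in 13D vs. 1D, for mRNA cluster 3 and for the identified mRNAs and lncRNAs. Functional enrichment, the PPI network, qPCR, histology and raw reads were not analysed here.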

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

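The tests on the share of G17924, and the list of library values searched for one far from the others, were chosen only after results had been seen.

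The lncRNA G17924 held on average 24.8% of all TPM over the 9 libraries, from 13.7% in 1D replicate 1 to 38.9% in 26D replicate 1. The paper's text and the readable parts of its supplementary lists do not name it. The paper's list of identified lncRNAs was readable only in part, so the full list may name it. G17924 is the most abundant lncRNA. Its mean was 211820 ± 66538 TPM (SD, n = 3) at 1D, 207209 ± 70923 TPM at 13D and 325967 ± 55320 TPM at 26D. Over the 9 libraries its share had r = -0.960 with the median mRNA TPM (exact permutation p = 9.1e-05, rho = -0.950 with exact permutation p = 3.5e-04). Without the 2 libraries farthest from the median share r was -0.904, with stage means subtracted it was -0.965, and over the 6 libraries of 13D and 26D it was -0.971. Shares of a fixed total tend to move against each other, so part of this relation follows from the unit. If the share of G17924 alone set the library medians, removing it would bring them close together. The highest library median was 3.83 times the lowest with G17924 and 2.73 times without it, so this lncRNA alone did not account for the spread. Median-of-ratios factors brought it to 1.30. What G17924 is, and whether depletion of ribosomal RNA differed between libraries, was not tested, and no biological explanation was tested.

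The score of the proliferation markers was 1.85 in 26D replicate 3, far below those of the other libraries of 13D and 26D, with a gap of 0.701 of the whole range. This group holds libraries of both stages. Among 16 such comparisons between libraries, 1 stood out in this way, and 0.8 are expected by chance. The same library had the highest scores for T lineage (-1.01), myeloid (0.553), extracellular matrix and fibroblast (0.596), smooth muscle (0.00) and endothelium markers (-0.98) among the 6 libraries. Its mapped reads, 34665530 in the paper's Supplementary Table 2, lie within the range of the other libraries. No technical or biological explanation was tested for it.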

How the results depend on the processing

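All alternatives were fixed before the data were examined, except the clustering of the paper's own DE lists, which was added after. For the results below that changed, the cause was not tested.

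DE mRNAs in 13D vs. 1D numbered 1068, and 703 with all 9 libraries in one fit. In 26D vs. 1D they numbered 1709, and 1000 with median-of-ratios scaling, where the share of lower calls was 82.9% in place of 96.1%. In 26D vs. 13D the 1 DE mRNA became 2 with pseudocounts of 0.1 and 0.01, 34 with the filter on at least 3 libraries, and 0 with median-of-ratios scaling, with all 9 libraries in one fit and with eBayes without trend. The unadjusted p was under 0.05 for 883, 1174 and 1101 mRNAs in those last settings. Across the 6 fits that each left out one replicate, the DE mRNAs ranged from 412 to 1518 in 13D vs. 1D, from 571 to 2240 in 26D vs. 1D and from 3 to 36 in 26D vs. 13D. The total over the comparisons ranged from 896 to 2451 when each of the 9 libraries was left out, and the mRNAs differing between 1D and elder squabs from 549 to 1721.

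DE lncRNAs in 13D vs. 1D rose from 0 (1994 at an unadjusted p under 0.05) to 122 with the filter on at least 3 libraries, 83 with all 9 libraries in one fit, 10 with median-of-ratios scaling, 3 with TPM rescaled to the mRNA sum and 2 with eBayes without trend. In 26D vs. 1D they rose from 0 (3187 at an unadjusted p under 0.05) to 435, 284 and 6 in the first 3 of these settings. In 26D vs. 13D there was 1 with all 9 libraries in one fit. The totals over the comparisons were 499, 330, 15, 3 and 2. Left-out libraries gave 0 DE lncRNAs in each comparison, with 532 to 3475 lncRNAs at an unadjusted p under 0.05. The 231 lncRNAs differing between 1D and elder squabs became 150 with a pseudocount of 1, 41 with one of 0.01, 782 with median-of-ratios scaling, 115 with eBayes without trend, and 46 to 234 when a library was left out.

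The replicate number as a block gave 481 DE mRNAs in 26D vs. 1D, 14 in 26D vs. 13D and 1018 in any comparison, and 49 DE lncRNAs in 26D vs. 1D, also the total in any comparison. Libraries with the same number are different squabs, and their deviations from the stage means had a mean correlation of -0.04 for mRNAs and -0.05 for lncRNAs, so the numbers do not pair them.

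The distance ratio of 1D to elder libraries for mRNAs stayed between 1.19 and 1.36 when a library was left out and had an exact permutation p of 0.0119 (the smallest possible) to 0.0238 in the other alternatives. It no longer passed without 1D replicate 1 (exact permutation p = 0.107) or 2 (exact permutation p = 0.0714) and without 13D replicate 3 or 26D replicate 2 (exact permutation p = 0.0536 each). For lncRNAs the ratio of 1.08 (exact permutation p = 0.238) became 1.17 with median-of-ratios scaling and 1.40 with Spearman distances, both at p = 0.0119, the smallest exact permutation p possible, and ranged from 1.03 to 1.14 with a library left out. The exact permutation p ranged from 0.0119 to 0.286 over its alternatives with all libraries and from 0.0357 (without 26D replicate 1) to 0.393 with a library left out. The ratio of 13D to 26D fell below 1 for mRNAs without 13D replicate 1 (0.949) or 2 (0.939), and ranged up to 1.25. For lncRNAs it fell below 1 without 13D replicate 1 (0.986) or 2 (0.9662) and without 26D replicate 1 (0.9662), and ranged up to 1.21. The ratio of lncRNA to mRNA medians stayed between 0.0966 and 0.101 with a library left out, and was 0.152 with one threshold of 0.5 TPM for both classes.

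The mRNA clusters of 877, 206 and 860 had ranges of 364 to 1103, 88 to 225 and 245 to 1211 with a library left out. Cluster 3 had 461 mRNAs with median-of-ratios scaling, and cluster 2 had 337 with the paper's lists. With these lists cluster 1 had 772 mRNAs where the paper's has 1305, and the paper's list of cluster 3 is incomplete. The lncRNA clusters had 0 members, since no lncRNA was DE between any pair of stages in the main setting (1994 in 13D vs. 1D at an unadjusted p under 0.05). They had 2, 8 and 5 with median-of-ratios scaling, and 355, 469 and 691 with the paper's lists. Their other alternatives gave no value. The 76 lncRNA-mRNA pairs with r over 0.9 among 13D and 26D libraries became 33 with median-of-ratios scaling, 267 over all 9 libraries, 124 over all 9 with stage means subtracted, and 67 to 98 with a library left out. The 267 follow from the paper's selection of the pairs by r.

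Differences in marker score between elder libraries and 1D kept their direction in all settings except for the myeloid set, which was -0.17 and became 0.22 without 1D replicate 2. Its lowest value was -0.48, on TPM not taken relative to the library median, and -0.44 with a library left out. On TPM not taken relative to the library median, the endothelium difference of -1.06 (adjusted exact permutation p = 0.051) and the proliferation difference of 0.45 (adjusted exact permutation p = 0.45) were no longer past the threshold, nor was the neuron and glia difference of -0.79 (adjusted exact permutation p = 0.0595) with a pseudocount of 1. Without 1D replicate 1 or 2, none of the sets that had passed did so any more (adjusted exact permutation p = 0.0510 at the lowest), where the smallest unadjusted p possible is 0.0357. With a library left out, the differences ranged from 1.08 to 1.31 for B lineage, -2.27 to -1.87 for extracellular matrix and fibroblast, -2.46 to -2.13 for smooth muscle, -0.87 to -0.69 for endothelium, -1.18 to -0.93 for epithelium, -1.35 to -1.06 for neuron and glia, 0.39 to 1.06 for proliferation and -1.46 to -1.14 for erythroid markers. Log2 fold changes were run under these alternatives for the named features in both comparisons with 1D, and in 26D vs. 13D for AKR1D1, VSIG1 and BCL2A1. Of the values, 691 kept their direction and their side of the threshold, 49 kept their direction but were no longer called, 12 became called and 0 were reversed. Median-of-ratios scaling multiplies all mRNAs of a library alike and moved their median log2 fold change in 26D vs. 13D from -0.53 to -0.01. With this common shift, which is not specific to the named mRNAs, CD79B went from -0.33 to 0.31, BCL6 from -0.61 to 0.02, CD83 from -0.07 to 0.56, IL16 from -0.43 to 0.21, CXCR4 from -0.34 to 0.29, PLOD2 from -0.34 to 0.28 and IL12RB2 from -0.33 to 0.27. With a library left out, the sign changed for CD83 (-0.32 to 0.18), CD74 (-0.28 to 0.24), ITGA4 (-0.15 to 0.74) and PLOD2 (-0.81 to 0.10).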

Differences from the paper's values

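The paper's 1,515 DE lncRNAs stand against 0 here (1994, 3187 and 1097 with an unadjusted p under 0.05 in the 3 comparisons). By comparison the paper gives 878 in 13D vs. 1D, 1084 in 26D vs. 1D and 11 in 26D vs. 13D, against 0 in each here. None of the alternatives set before the data were examined closed any of these gaps, and the highest total was 499 with the filter on lncRNAs over 0.1 TPM in at least 3 libraries. The paper's 2354 DE mRNAs in 13D vs. 1D stand against 1068 here, and none of these alternatives closed the gap. The paper's 15 DE mRNAs in 26D vs. 13D stand against 1 here. With the replicate number as a block there were 14, and without 13D replicate 3 there were 10. The other alternatives did not come within 1.5 times.

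The paper's mRNA cluster 2 has 337 mRNAs, against 206 here. With median-of-ratios scaling it had 283 and without 13D replicate 3 it had 225, and with the paper's own DE list, chosen after seeing the values, it had 337. The other alternatives did not close the gap. The paper's lncRNA clusters have 355, 469 and 691 lncRNAs against 0 here, where 1994 lncRNAs had an unadjusted p under 0.05 in 13D vs. 1D. Of the alternatives set before the data were examined, none closed these gaps. Clustering of the paper's own DE list, chosen after seeing the values, gave 355, 469 and 691. For mRNA cluster 1, where 877 here stands against the paper's 1305, that clustering gave 772. It lacked the unreadable part of the paper's cluster 3, so this gap cannot be judged from it.

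Of 32 log2 fold changes of named features that the paper's Supplementary Table 4 gives and that were computed here, 11 differed by more than the SD between replicates. The paper's values for higher mRNAs in 13D vs. 1D were not readable and were not compared. For VSIG1 in 26D vs. 1D the paper's 3.19 stands against 1.83. It was 2.60 with the low pseudocounts, 2.35 with TPM rescaled to the mRNA sum, 2.22 with median-of-ratios scaling, 2.67 from the ratio of mean TPM, 2.34 without 1D replicate 1 and 2.51 without 26D replicate 1, all within the SD of the paper's value. For BCL2A1 the paper's 3.57 in 26D vs. 1D stands against 2.94, and its 1.65 in 26D vs. 13D against 0.94. With median-of-ratios scaling these were 3.47 and 1.57, and no other alternative closed the gaps. For CD74 in 26D vs. 1D the paper's 1.09 stands against 0.65. It was 0.77 with TPM rescaled to the mRNA sum, 1.19 with median-of-ratios scaling, 0.71 from the ratio of mean TPM and 0.88 without 26D replicate 1. For IL16 the paper's 1.27 stands against 0.81, and 1.35 with median-of-ratios scaling. For CXCR4 the paper's 1.39 stands against 0.90, and it was 1.44 with median-of-ratios scaling and 1.12 without 26D replicate 3. For LOC102090744 in 13D vs. 1D the paper's -6.95 stands against -5.21. It was -5.40 with the low pseudocounts, -5.46 with TPM rescaled to the mRNA sum, -5.27 with median-of-ratios scaling, -6.72 from the ratio of mean TPM, -5.92 without 1D replicate 1, -5.87 without 1D replicate 2 and -5.45 without 13D replicate 2. For ACTC1 the paper's -9.04 in 13D vs. 1D stands against -5.06, and -9.09 from the ratio of mean TPM. Its -9.72 in 26D vs. 1D stands against -5.15, and none of the alternatives set before the data were examined closed this gap. It was -7.29 with the low pseudocount and -10.87 from the ratio of mean TPM. ACTC1 was at most 0.114 TPM at 13D and 0.0417 TPM at 26D, below the pseudocount of 0.5, so the values here are set by the pseudocount and only bound the fall, and these gaps are not measured disagreements. For LOC102092476 in 26D vs. 1D the paper's -6.61 stands against -5.10, and -6.50 with the low pseudocounts. Its TPM at 26D was also below 0.5, as was that of IL12RB2 at 1D, so the pseudocount bears on both. For IL12RB2 in 26D vs. 1D the paper's 5.34 stands against 3.36, and none of these alternatives closed the gap. The alternatives not named for VSIG1, CD74, IL16, CXCR4, LOC102090744, ACTC1 and LOC102092476 did not close the gap.

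The paper finds AKR1D1, VSIG1 and BCL2A1 DE in all comparisons. Here no mRNA was, with 1181 mRNAs at an unadjusted p under 0.05 in 26D vs. 13D. In 26D vs. 13D, AKR1D1 (limma adjusted p = 0.0370, range over its alternatives 0.0370 to 0.814) and VSIG1 (limma adjusted p = 0.00157, range 0.00157 to 0.814) were called with the filter on at least 3 libraries, and VSIG1 also without 26D replicate 2 (limma adjusted p = 0.0221) or 3 (limma adjusted p = 0.0311). BCL2A1 was called there in no setting. The paper lists CD79B, BCL6, CD74, IL16, CXCR4 and ITGA4 as DE in 26D vs. 1D, and none of these was called here on the deposited TPM. CD79B, CD74 and CXCR4 were called there under none of the alternatives. With median-of-ratios scaling, BCL6 (limma adjusted p = 0.0340, range over its alternatives 0.0340 to 0.753), IL16 (limma adjusted p = 0.0424, range 0.0424 to 0.604) and ITGA4 (limma adjusted p = 0.0257, range 0.0257 to 0.484) were called, and ITGA4 also without 26D replicate 1 (limma adjusted p = 0.0314). The 4 lncRNAs chosen for qPCR were called in neither comparison with 1D under the alternatives run. The paper's trees part 1D from elder squabs, and over all listed mRNAs and all listed lncRNAs on the deposited TPM the first branch held 26D replicate 1 alone. Over the paper's DE lists it held the 3 libraries of 1D, as it did after median-of-ratios scaling except over all lncRNAs with average linkage. Over the paper's list for 26D vs. 1D, the paper's log2 fold changes of mRNAs were higher than the log2 ratio of mean TPM by 0.39 at the median. After median-of-ratios scaling their median difference was -0.09.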

Other observations

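The score of B lineage markers without the genes the paper names was added only after the results were seen, and the other tests here were chosen before. All were run on the same libraries as the results they address, so that what remains is a hypothesis.

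Other splits of the libraries were tested for each count. Splits called comparable here part libraries of the same replicate number as the real one does. The others put libraries with the same number on one side. The replicate numbers do not pair the libraries, so the counts over all splits are no less relevant. In 13D vs. 1D and in 26D vs. 1D, 1 of 4 comparable splits (1 of 10 in all) gave as many DE mRNAs, which is the real one, and the largest count in another split was 2 and 25. In 26D vs. 13D, 2 of 4 (5 of 10) gave as many. For DE lncRNAs the real count is 0 (1994, 3187 and 1097 at an unadjusted p under 0.05), which every split reaches, so this tests nothing. The largest count of DE lncRNAs in another split was 1 in 13D vs. 1D, 23 in 26D vs. 1D and 0 in 26D vs. 13D. In the first 2 comparisons another split thus gave more than the real one. By the number at an unadjusted p under 0.05, the real split was the largest of all 10 in 26D vs. 1D, with 3337 against 1886 mRNAs and 3187 against 1989 lncRNAs in the next one. In 13D vs. 1D it was exceeded by another, with 2580 against 3395 mRNAs and 1994 against 4124 lncRNAs. That split is not among the 4 comparable ones, which is no ground to set it aside. Between 13D and 26D, 3 of 10 (2 of 4 comparable) reached the real 1181 mRNAs, and 3 of 10 (2 of 4) the real 1097 lncRNAs, the real one included. With 3 libraries against 3, these shares cannot show that a count stands apart from chance. For mRNAs differing between 1D and elder squabs, 1 of 27 comparable splits (1 of 84) gave as many as the real 1497, and the largest other count was 25. For lncRNAs it was also 1 of 27 (1 of 84), with 231 against a largest other count of 82. By the number at an unadjusted p under 0.05, other splits did reach the real one here too. At least as many were found in 4 of 27 comparable splits for mRNAs (5 of 84 in all) and 5 of 27 for lncRNAs (8 of 84), the real one included.

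Lower calls outnumbered higher calls among DE mRNAs. If the scaling of TPM between libraries were the cause, median-of-ratios scaling would bring the shares near equality. In 13D vs. 1D the share of lower calls was 82.5% on the deposited TPM and 85.0% after that scaling. The scaling moved the median log2 fold change of all mRNAs only from 0.00 to -0.08 there, so this hardly tests the explanation. In 26D vs. 1D it moved from 96.1% to 82.9%, so that part of the excess cannot be told apart from scaling. No lncRNA was called in these comparisons in the main setting. Among lncRNAs with an unadjusted p under 0.05 the lower share was 60.3% of 1994 in 13D vs. 1D and 92.4% of 3187 in 26D vs. 1D on the deposited TPM. After scaling it was 57.5% of 3451 and 79.8% of 3201, which leaves the question open for lncRNAs.

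A change in the mix of cell types is a candidate explanation for the many lower mRNAs. Of the marker sets, B lineage rose by 1.21 on the log2 scale relative to the library median and was higher in 6 of 6 elder libraries than in every library of 1D. Extracellular matrix and fibroblast markers fell by 2.01 and smooth muscle markers fell by 2.25, each lower in 6 of 6. The largest adjusted exact permutation p of these sets was 0.0170, which follows from the smallest p that the design allows. Without the genes the paper names, the remaining 16 B lineage markers rose by 1.15, in 6 of 6 libraries. Endothelium (-0.76), epithelium (-1.05), neuron and glia (-1.18) and erythroid markers (-1.25) were lower in 6 of 6, at the same adjusted exact permutation p. The neuron and glia and the erythroid differences depend in size on the pseudocount. They were -0.79 and -0.88 with a pseudocount of 1, and -2.20 and -2.13 with one of 0.1. The erythroid score rests on 5 of the 14 genes written down. Proliferation markers were higher by 0.75 (adjusted exact permutation p = 0.0298, above every library of 1D in 5 of 6). T lineage (0.47, adjusted exact permutation p = 0.172) and myeloid markers (-0.17, adjusted exact permutation p = 0.762) did not pass. These scores are consistent with a larger share of B lineage cells and a smaller share of stromal and muscle cells in the BFs of elder squabs, but bulk RNA cannot separate this from changed expression within cells, which was not tested.

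Few mRNAs were DE in 26D vs. 13D, and 26D replicate 1 has the lowest median mRNA TPM of the 9 libraries. Without 26D replicate 1 there were 7 DE mRNAs, without 26D replicate 2 there were 36, so the low count did not come from that library in particular.

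The cis lncRNA-mRNA pairs were compared with 193523 pairs drawn at random from the paper's DE lncRNAs and DE mRNAs. Of the drawn pairs, 16.3% also had an absolute r over 0.9 over the 9 libraries. With stage means subtracted, the median r of the listed pairs was 0.890 and that of the drawn pairs over 0.9 was 0.888, a difference of 0.0013. Both sets were kept at r over 0.9, so these near values do not show that differences between stages account for the listed correlations. Over the 13D and 26D libraries alone the medians were 0.812 and 0.731. After median-of-ratios scaling, 67.04% of the listed pairs kept r over 0.9 over the 9 libraries. Both members of these pairs are DE between stages, which can keep this r high under any scaling. This share therefore cannot decide whether scaling accounts for the listed correlations. With stage means subtracted, the pairs over 0.9 fell from 124 to 54 after the scaling. Over the 13D and 26D libraries they fell from 76 to 33. With both stage means subtracted and this scaling, the median r of the listed pairs was 0.721.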
